# Differential transcript abundance in adipose tissue of mature beef cows during feed restriction and realimentation

**DOI:** 10.1371/journal.pone.0194104

**Published:** 2018-03-13

**Authors:** Hannah Crocker Cunningham, Kristi M. Cammack, Kristin E. Hales, Harvey C. Freetly, Amanda K. Lindholm-Perry

## Abstract

Feed costs account for over 70% of the annual expenditures in cow/calf production. During the production year the cow uses nutrients to support conceptus growth, milk production, work (grazing and locomotion), and maintenance requirements. The majority of the nutrients are used to support maintenance. Substrate cycling has been identified as one of the major contributors toward energy expenditure associated with maintenance in mature cows. The objective of this study was to determine whether beef cows that differ in the efficiency of weight gain differ in the relative abundance of transcripts for metabolic regulation in adipose tissue. Mature beef cows were subjected to feed restriction followed by ad libitum feed. Adipose tissue from twelve cows with high (n = 6) and low (n = 6) gain based on growth performance during the ad libitum feeding period was evaluated for transcriptome expression differences. A total of 496 genes were differentially expressed and passed Bonferroni correction for the animals with greater gain between restriction and realimentation and 491 genes were differentially expressed among animals with lesser gains between feed restriction and realimentation. Of these two differentially expressed gene lists, 144 genes were common between animals with greater and those with lesser gain. Enriched biological processes included the TCA cycle, oxidative phosphorylation, respiratory electron transport chain and fatty acid metabolic processes. Specific to adipose tissue of low gaining animals was glycolysis and to high gain animals was coenzyme, steroid, cellular amino acid, nitrogen compound metabolic processes, and sensory perception. The oxidative phosphorylation, mitochondrial dysfunction and cholesterol biosynthesis pathways were commonly associated with the high gain animals between feed restriction and realimentation, as well as with the low gaining animals between the two time points. Unique to the high gaining animals were valine degradation and LPS/IL-1 mediated inhibition of RXR function pathways. In this discovery study, genes involved in lipid metabolism, mitochondrial respiration and oxidative phosphorylation pathways appear to be critical to mature cows during times of abundant feed after feed restriction.

## Introduction

With feed costs accounting for a large portion of total cow operating costs, increased feed prices, and decreased land availability due to alternative land use, supplying ample nutrition to livestock has become increasingly difficult. The potential effects that periods of nutrient restriction may have on animal performance, both in the short and long term, are critical to understand in order for producers to optimize production. Unfortunately, the metabolic changes associated with periods of nutrient restriction and realimentation, as well as the downstream effects on production, remains largely unknown in beef cattle.

Beef cows often experience periods of nutrient restriction, especially during times of the production cycle when requirements are high (i.e. gestation and lactation) and the quality and quantity of feedstuffs is low. During periods of feed restriction, the animal responds phenotypically by changes that may be driven by metabolic changes on the tissue and organ level. Yang et al. [1] reported in long-term feed-restriction of lambs, adipose tissue responded by inhibiting lipogenesis and stimulating lipolysis in an effort to avoid starvation. These specific changes include a decrease in lipogenic gene expression across several fat depots and a decrease in regulatory genes of lipogenesis as well [1]. Periods of feed restriction are often followed by an increase in plane of nutrition due to temporal changes in nutrient availability. This increase in available nutrients following feed restriction results in a period of compensatory growth. This compensatory growth results in an increase in efficiency of growth; however, this is temporal and decreases exponentially over time [2,3]. Freetly et al. [4] have described acute adaptation of heat production associated both with feed restriction and realimentation occurring within 7 days of the transition, suggesting responses in metabolic rate. Feed restriction was associated with an initial rapid decrease in heat production and realimentation was associated with a rapid increase in heat production both followed by long term adaptation [4]. These evident shifts in metabolic rate, suggest cellular and tissue responses to energy availability, yet the mechanisms driving these responses remain largely unknown.

In beef cows, nutrients are required to support growth and development of conceptus, milk production, work, and maintenance. Caton and Dhuyvetter [5] reported that maintenance can range from 60–90% of total herd energy expenditures. Cows are considered to meet maintenance requirements when they have a net energy balance of zero and retain no energy. Periods of nutrient restriction and realimentation result in a net negative or positive energy balance, respectively. Cattle respond differently to periods of nutrient restriction and recovery. The metabolic processes perturbed by nutrient restriction may highlight areas where some cattle more efficiently respond to periods of nutritional stress. Thus, we hypothesize that metabolic differences may exist in subcutaneous adipose in response to a period of nutrient restriction followed by realimentation, between cattle divergent for body weight gain. The objective of this research program is to determine if beef cows that differ in efficiency of weight gain during ad libitum feeding differed in the relative abundance of transcripts for metabolic regulation in adipose tissue.

## Methods

### Animals

The U.S. Meat Animal Research Center (USMARC) Animal Care and Use Committee reviewed and approved all animal procedures. The procedures for handling cattle complied with the Guide for the Care and Use of Agricultural Animals in Agricultural Research and Teaching [6]. Crossbred cows (n = 121) that were the result of sampling sires used in the industry were used in the study. Angus, Hereford, and MARC III composite (¼ Angus, ¼ Hereford, ¼ Pinzgauer, ¼ Red Poll) cows were bred by artificial insemination to Angus, Hereford, Simmental, Limousin, Charolais, Gelbvieh and Red Angus bulls. The F_1_ bulls from these matings that had Angus and Hereford dams were mated to F_1_ cows from these matings in multiple-sire pastures to produce 2-, 3- and 4-breed cross progeny. The resulting female progeny were kept and raised to have their first calf as 2-year olds. At 5 years of age, cows were not bred, and were moved to an individual feed intake facility equipped with Calan Gates (American Calan, Northwood NH) the week after their calves were weaned. Non-pregnant, lactating, 5-year old cows were used to not confound the physiology associated with pregnancy, lactation, or growth. The initial feeding period was used to allow cows to come to an energetic maintenance. Weight gain is a normal part of the production cycle and there is variation in the rate that mature cows gain weight. Extremes in weight gain were chosen to study variation in adipose tissue among cattle that differed in rates of gain offered the same resources. Cows were fed a ration that contained as a percent of DM 27.0 ground alfalfa hay, 5.0 corn, 67.8 corn silage, and 0.2 salt. Twenty-one days after weaning, cows were weighed on two consecutive days. Body weight was averaged and feed offered to provide 120 kcal ME/kg BW^0.75^. Cows were fed the same amount of feed for 112 days. At 112 days, cows had ad libitum access to the same ration for an additional 98 days. Cows were fed once a day and feed refusal were measured weekly. During the feed restriction, cows were weighed on days 0, 1, 14, 28, 56, 84, 111, and 112. During the ad libitum period, cows were weighed on days 0, 14, 28, 42, 56, 70, 84, 97, and 98. Individual BW was regressed on time during the ad libitum period using a quadratic equation, and BW gain over the study was calculated from the regression equation.

### Tissue samples

Adipose biopsies were taken 105 days after the start of the feed restriction, and 49 days after the start of the ad libitum feeding period. Adipose tissue collections occurred over 3 days. Approximately 40 animals were sampled each day from 07:00 to 13:00 hours. Animals were allowed access to feed and water up until they were moved in small groups of 8–9 animals to the barn for sample collection and were not kept in the holding area prior to sampling for longer than 1 hour. The sample site was scrubbed with betadine and rinsed with water. Twenty milliliters of lidocaine was injected subcutaneously at the incision site, and a 5-cm incision was made through the skin with a scalpel above the fat pad between the hooks and pins. Adipose tissue sample was harvested with iris scissors. The sample was immediately frozen in liquid nitrogen and stored at -80° C. The wound was closed with Braunamid 4 USP (B. Braun AESCULAP, Germany) suture, and sutures were removed 14 days later. The sample taken during restriction was from the left side of the cow, and the sample take during ad libitum feeding was from the right side of the animal.

Six cows with the greatest and 6 cows with the least BW gain during the ad libitum period were selected and adipose tissue from those 12 animals was processed for microarray analysis. These 12 cows were selected to represent the largest difference in gain during the ad libitum period. Breed diversity among the high gain animals was: 25% Hereford, 16.7% Angus, 16.7% MARCIII, 12.5% Simmental, 12.5% Gelbvieh, and 16.7% Red Angus. Breed composition among the low gain animals was: 25% Hereford, 16.7% Angus, 16.7% MARCIII, 4.2% Simmental, 4.2% Limousin, 4.2% Charolais, 4.2% Gelbvieh, and 25% Red Angus.

### RNA extraction

Total RNA was extracted from 50–100 mg of tissue by homogenization with TriPure reagent (Roche, Indianapolis, IN) following the manufacturer’s protocol with the exception that the time of centrifugation following the addition of chloroform was 20 minutes, rather than 15 minutes. The RNA pellets were resuspended in sterile water and RNA was stored at -80°C until further processing. Purified RNA was quantified using a NanoDrop 8000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA). Absorbance was measured by spectrophotometry at 260 and 280 nm. Average 260/280 measurements were 1.94 and 1.96 for adipose samples collected from cows at feed restriction and realimentation, respectively. The quality of total RNA was determined by running samples on a RNA 6000 LabChip kit (Agilent Technologies, Santa Clara, CA, USA) with the Agilent 2100 Bioanalyzer. Average RIN values were 6.6 and 7.2 for adipose tissue samples collected from cows at feed restriction and realimentation.

### Microarray

To assess the differential expression of genes in adipose tissue, the Affymetrix GeneAtlas System (Santa Clara, CA, USA) in conjunction with Bovine 1.1ST array strips were used. Briefly, RNA purity and yield was confirmed by spectrophotometry. 100ng of total RNA and controls were converted to single stranded cDNA, then fragmented and TdT labeled according to the WT Expression Kit manufacturer’s instructions (Ambion®, Life Technologies Corporation). Chips were washed and stained in the GeneAtlas Fluidics station. Chips were immediately imaged in a calibrated Affymetrix GeneAtlas scanner. CEL formatted files were converted to CHP files with Affymetrix Expression Console software [7]. Guanine Cytosine Count Normalization (GCCN) and Signal Space Transformation (SST) algorithms were applied to the microarray data. The GCCN program normalizes the signal of the probes by GC content. The SST algorithm was used to stretch the signal intensity distribution in order to decompress the fold change ratios. Samples were then subjected to Robust Multichip Analysis (RMA) for further normalization and analysis of the microarrays [8]. Transformed data was analyzed with the Affymetrix Expression Console and Transcription Analysis Console software. Genes were considered differentially expressed when a *P*-value of <0.05 and a fold change of >2 was obtained. A correction for multiple testing (Bonferroni correction) was also applied by multiplying the *P*-value by the total number of genes tested (n = 24,341). Data files were deposited in the NCBI gene expression omnibus (GEO) and can be accessed by Series record GSE94746.

### Panther gene ontology enrichment analysis

The biological functions of differentially expressed genes were determined using the PANTHER classification system (Version 11.0). Enrichment analysis of gene function was performed using PANTHER’s implementation of the binomial test of overrepresentation. Significance of gene ontology (GO) terms was assessed using the default Ensembl *Bos taurus* GO annotation as background for the enrichment analysis. Data from PANTHER was considered statistically significant at a Bonferroni corrected *P*-value < 0.05.

### Ingenuity pathway analysis

The Ingenuity ® Pathway Analysis (IPA®, QIAGEN Redwood City, www.qiagen.com/ingenuity) tool depicts gene interactions on a system level. Results of this software were based on human-interpretation of peer-reviewed gene and protein interaction literature. The Ingenuity Knowledge Base contains this database of known interactions and used the imported data Gene symbol to assess differentially expressed genes based on the log base 2 fold change ratios. The Top Canonical Pathways generated by IPA were utilized to analyze the 6 comparisons.

## Results

### Phenotypic data

The phenotypic data for cows with high and low gain is presented in Fig 1. Cows selected for the high gain group had average gains of 2.01kg ± 0.08 and average daily dry matter intake of 17.2 ± 1.5kg (*P*<0.0001). Cows in the low gain group had an average gain of 0.99kg ± 0.14 and average daily dry matter intake of 13.3 ± 1.1kg (*P* = 0.0004). The high gain animals indicate those that respond most favorably in terms of compensatory gain; however, it should be noted that the cows selected for greater gain during realimentation also had greater feed intake during this period.

**Fig 1:**
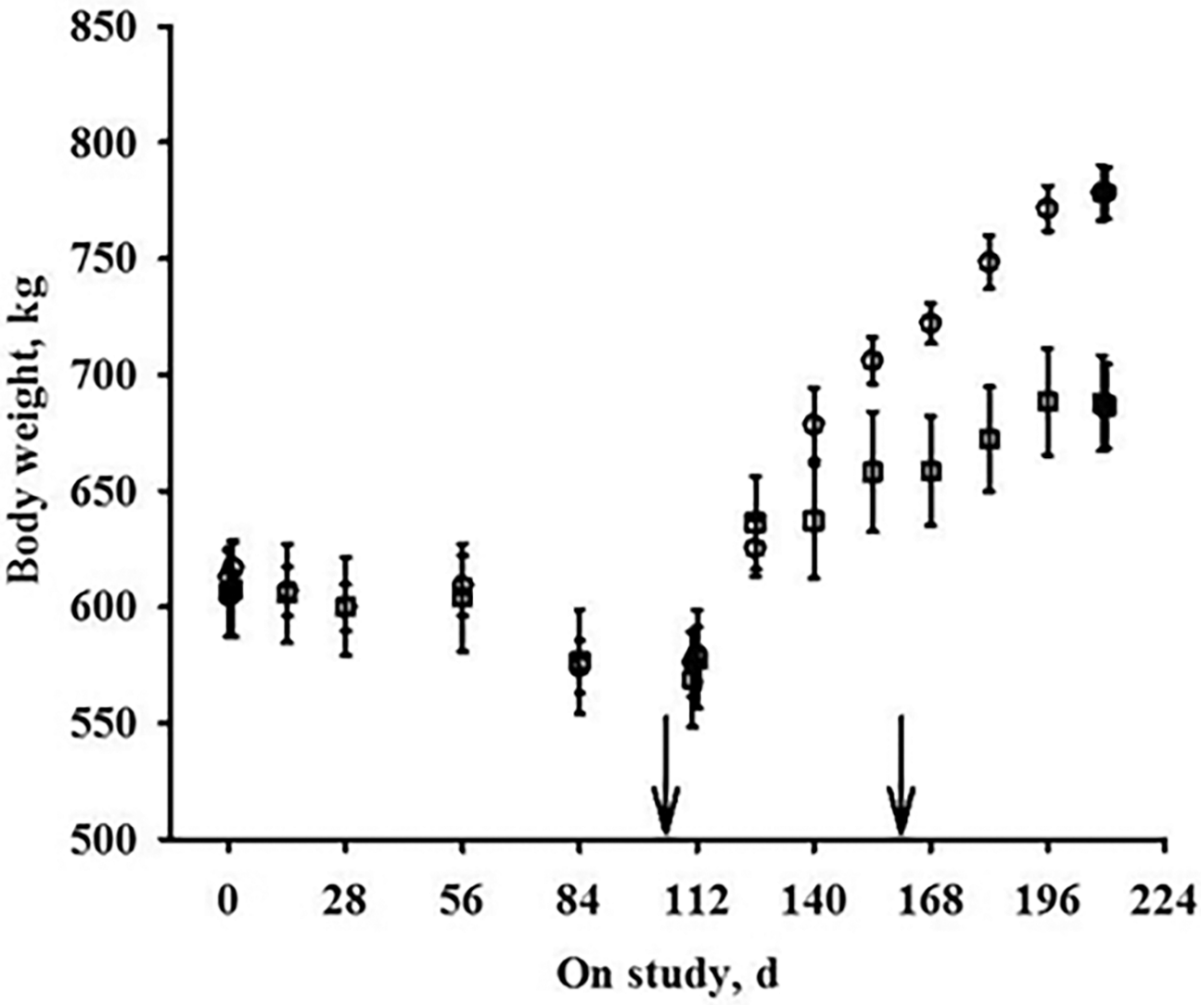
Body weight gain of cows with greater gain or lesser gain.

### Gene expression results

#### Feed restriction study (high versus low gain comparison)

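Subcutaneous adipose tissue of 12 cows was sampled by biopsy at day 105 of feed restriction, from the left side, and at day 49 of ad libitum feeding, from the right side. The high gain and the low gain group held 6 cows each, named here H1 to H6 and L1 to L6, and each of the 24 RNA samples was hybridized to its own Bovine 1.1ST array. The ad libitum period is given as 98 days in the paper and as 112 days in the deposited sample labels, and the RNA per array as 100 ng and as 250 ng. Mean RIN, a measure of how intact the RNA is, was 6.6 at restriction and 7.2 at ad libitum feeding in the paper. The deposited values are log2 signals of transcript clusters, each a gene or predicted gene, made by the authors with GCCN, SST and RMA. The scale ends at 19.9, which 48 of the 24997 tested clusters reached on at least 1 array, so that a rise of such a cluster is a lower bound. The array medians lay between 8.26 and 8.34 at restriction and between 7.83 and 7.94 at ad libitum feeding. The median log2 fold change of all clusters, ad libitum minus restriction, was -0.42 in the high gain and -0.43 in the low gain cows, whereas the 1250 brightest clusters had medians of 0.06 and 0.10. Changes between the diets are therefore also given relative to that median, or with each array centred on its own median. Both take off the same amount at every brightness. The 1250 clusters next in brightness had medians of -0.24 and -0.16, so that for bright genes such values may come out too high. The median difference between the gain groups was -0.02 at restriction and 0.01 at ad libitum feeding. Each comparison was tested with limma on its own 12 arrays, two-sided, with p adjusted over all clusters by the method of Benjamini and Hochberg. Gene lists were fixed before the deposited values were examined, but after the paper's tables on these arrays had been seen. They were compared with all other clusters by camera at a preset correlation of 0.01, and again with an estimated correlation for each list. The number of arrays limits the precision.

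**Figure D1:**
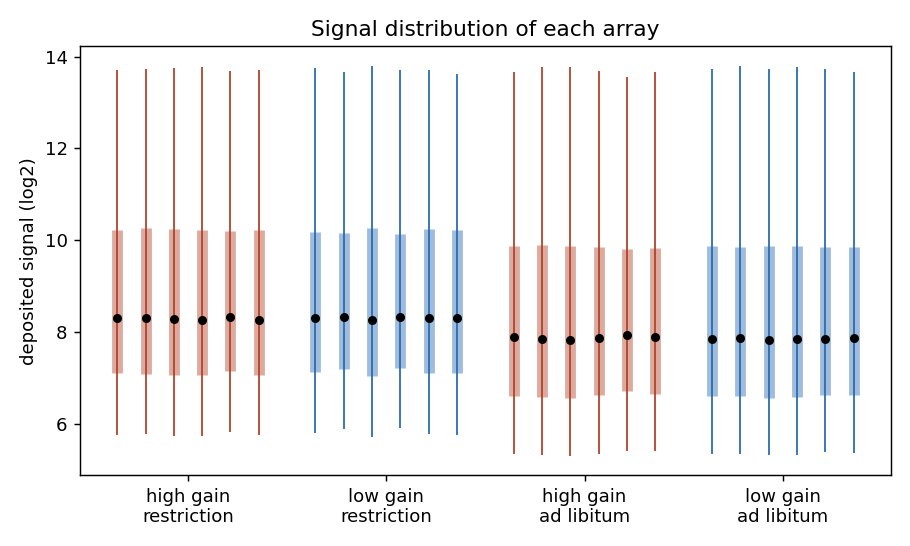
Deposited log2 signal of the 24 arrays by gain group and diet. Points are the array medians, thick bars run from the 25th to the 75th and thin lines from the 5th to the 95th percentile of the clusters of an array; the medians are at most 7.94 at ad libitum feeding and at least 8.26 at restriction.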

A total of 113 genes were differentially expressed in the adipose tissue from the feed restriction study between the high and low gain cows (S1 Table). Of those, 45 genes were up-regulated and 68 were down-regulated. Thirteen of these genes were not annotated in the genome assembly. None of these differentially expressed genes passed Bonferroni correction for multiple testing. 

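MDGA2, a cell adhesion molecule known from neurons, had a log2 signal of 7.51 ± 0.44 (SD, n = 6) in the high gain and 10.16 ± 0.92 (SD, n = 6) in the low gain cows at restriction. This is a log2 difference of -2.66 (standard error 0.37, adjusted p = 0.068) from limma, the smallest p among clusters with 1 gene symbol and a fold over 2. TIMP4, an inhibitor of matrix metalloproteinases, had a difference of -1.37 (standard error 0.22, adjusted p = 0.18). Also negative, at adjusted p from 0.34 to 0.38, were PEX19, a peroxisome biogenesis factor, at -1.47, MASP1, a protease of the lectin pathway of complement, at -1.44, and CHPT1, an enzyme of phosphatidylcholine synthesis, at -1.06. Values were positive for the mannosidase MAN1A1 at 1.35 (standard error 0.24, adjusted p = 0.32), the basement membrane protein NTN4 at 1.02 (standard error 0.21, adjusted p = 0.34) and the calcium-binding membrane protein MCTP1 at 1.03 (standard error 0.21, adjusted p = 0.36). At an unadjusted p under 0.05 and a fold over 2, 74 clusters were higher and 97 were lower in the high gain cows. Without cow L4, 40 clusters were higher, without H4 112 and without H6 124.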

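Markers of macrophages and monocytes had a median log2 difference of 0.64 between high and low gain cows at restriction, relative to all clusters. Of 14 such markers, 0 were higher at an adjusted p under 0.05 over all clusters and 6 were higher when adjusted over the list alone (camera adjusted p = 6.26e-10; adjusted p = 0.165 with an estimated correlation). CD163, a scavenger receptor of macrophages, had a difference of 1.16 (standard error 0.35, adjusted p = 0.43), and the lysosomal protein CD68 of 1.42 (standard error 0.52, adjusted p = 0.47) (n = 6 cows each). The 77 measured subunits of oxidative phosphorylation had a median of -0.37, with 0 of them past the threshold over all clusters or adjusted over the list alone. Their camera adjusted p was 1.58e-17 (adjusted p = 0.261 with an estimated correlation). Collagens and other extracellular matrix genes had a median of 0.38, with 0 of 32 past the threshold over all clusters and 3 higher when adjusted over the list alone (camera adjusted p = 5.09e-07; adjusted p = 0.234 with an estimated correlation). From limma, 0 clusters passed an adjusted p under 0.05 (smallest 0.0506) and 2292 had an unadjusted p under 0.05; the unmoderated one-way test that the paper's tables name also passed 0. With all 24 arrays sharing 1 spread, 1 cluster passed, with a trended and robust prior 2, with array weights 1 and with the end of the scale left out 1. Without H6 or L6 1 passed, and without L5 2. In data simulated at this size, 75.8% of the clusters given a log2 difference of 1 were called. Those data also held clusters with a difference of 2, whose calls ease the adjusted threshold, and no correlation between clusters. Where 0 clusters pass, as here, the share is likely lower.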

Using the list of DEGs, Panther generated the biological process of lipid metabolism as over-represented with a fold enrichment of 5.1.

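Genes of fatty acid synthesis and esterification had lower values in the high gain cows at restriction, with a median of -0.55 for the 24 measured genes. AGPAT2, an enzyme of triglyceride assembly, had a log2 difference of -2.08 (standard error 0.56, adjusted p = 0.43), n = 6 cows in each group. GPAM, which starts glycerolipid synthesis, had a difference of -1.50 (standard error 0.35, adjusted p = 0.43), and ACSS2, which activates acetate, of -1.50 (standard error 0.42, adjusted p = 0.43). None of the 24 passed an adjusted p under 0.05 from limma over all clusters, and 5 were lower when adjusted over the list alone. The list's camera adjusted p was 5.09e-07 (adjusted p = 0.165 with an estimated correlation). The list was chosen because the paper draws conclusions on these genes from the same arrays, so its direction is not independent evidence. Lipolysis genes had a median of -0.18, with 2 of 15 lower when adjusted over the list alone and 0 over all clusters (camera adjusted p = 0.00102; adjusted p = 0.221 with an estimated correlation). Mature adipocyte markers were at a median of -0.22, with 0 of 15 called over all clusters and 2 lower when adjusted over the list alone (camera adjusted p = 0.0105; adjusted p = 0.335 with an estimated correlation), and markers of fibroblasts and adipocyte progenitors at 0.51, with 0 of 11 called over all clusters or over the list alone (camera adjusted p = 0.000495; adjusted p = 0.221 with an estimated correlation).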

#### Ad libitum study (high versus low gain comparison)

Sixty genes were differentially expressed between the high and low gain from the ad libitum feeding study. Of these, 33 genes were up-regulated and 27 down-regulated genes; six of these genes were not annotated (S2 Table). 

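At ad libitum feeding the cell cycle genes MKI67, a marker of proliferating cells, CCNA2, a cyclin, and CDKN3, a phosphatase acting on cyclin-dependent kinases, had higher values in the high gain cows. Their log2 differences were 1.25 (standard error 0.26, adjusted p = 0.33), 1.23 (standard error 0.28, adjusted p = 0.41) and 1.04 (standard error 0.21, adjusted p = 0.33), with n = 6 cows in each group. MIR145, the cluster of a microRNA known from smooth muscle, had a difference of -1.39 (standard error 0.24, adjusted p = 0.33), and QPCT, which forms N-terminal pyroglutamate, of -2.10 (standard error 0.43, adjusted p = 0.33). S100A11, a calcium-binding protein, at -1.16 (adjusted p = 0.38) and CERS2, a ceramide synthase, at -1.08 (adjusted p = 0.41) were also lower in value. MDGA2 had a log2 signal of 7.26 ± 0.31 in the high gain and 9.30 ± 1.10 in the low gain cows (SD, n = 6 each), a difference of -2.04 (adjusted p = 0.33). At an unadjusted p under 0.05 and a fold over 2, 44 clusters were higher and 31 lower in the high gain cows from limma. Without cow H4 there were 72 higher and 47 lower, without L3 58 lower and without L6 47 lower.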

Following the Bonferroni correction, none of the genes remained differentially expressed.

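Endothelial markers had lower values in the high gain cows at ad libitum feeding, with a median log2 difference of -0.45 for 12 genes. VWF, a clotting protein of endothelial cells, had a difference of -1.01 (standard error 0.31, adjusted p = 0.57), and ESAM, an endothelial adhesion molecule, of -0.86 (standard error 0.25, adjusted p = 0.52) (n = 6 cows each). Of the 12, 0 passed an adjusted p under 0.05 over all clusters and 6 were lower when adjusted over the list alone (camera adjusted p = 9.1e-06; adjusted p = 0.0914 with an estimated correlation). The 15 proliferation genes had a median of 0.33, among them TOP2A, a topoisomerase of dividing cells, at 1.28 (standard error 0.32, adjusted p = 0.44). Of these 15, 0 passed over all clusters and 4 were higher when adjusted over the list alone (camera adjusted p = 1.07e-05; adjusted p = 0.672 with an estimated correlation). Mature adipocyte markers had a median of -0.19, with 0 of 15 past the threshold over all clusters and 1 lower when adjusted over the list alone (camera adjusted p = 0.000822; adjusted p = 0.672 with an estimated correlation). Markers of macrophages were at 0.43 (0 of 14 called over all clusters or over the list alone; camera adjusted p = 0.00527; adjusted p = 0.98 with an estimated correlation) and those of fibroblasts and adipocyte progenitors at 0.32 (0 of 11 called over all clusters and 3 higher over the list alone; camera adjusted p = 0.0197; adjusted p = 0.862 with an estimated correlation). From limma, 0 clusters passed an adjusted p under 0.05 (smallest 0.207), and 1777 had an unadjusted p under 0.05; the unmoderated one-way test also passed 0. With all 24 arrays sharing 1 spread, 2 clusters passed, and without cow H2 1 passed.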

#### High gain animals (feed restriction to ad libitum comparison)

A total of 2,878 genes were differentially expressed in the adipose tissue of the high gain cows between feed restriction and ad libitum studies (S3 Table). Of those genes, 2,295 were up-regulated and the remaining 583 genes were down-regulated. 

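In the high gain cows the transcripts that rose most at ad libitum feeding included GSTT2, a glutathione S-transferase whose cluster the paper names GSTT3, with a log2 fold change of 6.63 (standard error 0.46, adjusted p = 1.4e-06), and CKB, a creatine kinase, with 5.68 (standard error 0.54, adjusted p = 6.8e-06) (n = 6 cows at each diet, limma). These rises were 7.06 and 6.10 relative to the median of all clusters. CLDN10, a tight junction protein, rose by 5.52 (standard error 0.62), ADAMTS16, a secreted metalloproteinase, by 4.75 (standard error 0.59) and TDH, which breaks down threonine, by 4.72 (standard error 0.46). Among the largest falls, SNCG, gamma-synuclein, changed by -5.62 (standard error 0.53, adjusted p = 6.8e-06) and THBS1, thrombospondin 1 of the extracellular matrix, by -4.37 (standard error 1.11, adjusted p = 0.0047). The nicotinic receptor subunits CHRNA1 and CHRNA3 changed by -3.51 (adjusted p = 2.5e-05) and -3.86 (adjusted p = 0.0035). ANPEP, an aminopeptidase, changed by -4.04 (adjusted p = 1e-05), the muscle-associated FHL1 by -3.72 (adjusted p = 3.5e-05) and MUSTN1 by -3.74 (adjusted p = 2e-05), and the microRNA cluster MIR2460 by -4.42 (adjusted p = 0.002). Each of these moved the same way in 6 of 6 cows, which was a condition for choosing them. All kept direction and call with each array centred on its median. At an adjusted p under 0.05, 1677 clusters were higher and 12945 lower at ad libitum feeding, which makes 88.5% of the calls lower. With each array centred on its median, 4481 were higher and 4028 lower, or 47.3% lower. At the thresholds of the paper, 626 were higher and 2369 lower, and past Bonferroni 179 higher and 727 lower. With arrays centred these balances turn, to 1277 higher and 526 lower and to 401 higher and 78 lower. Past Bonferroni, 88 to 158 were higher and 311 to 446 lower with 1 of the 6 cows left out, and 213 lower with the cow as a block.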

After correcting for the number of gene probes on the array (24,341), a total of 496 genes remained significantly different across these two groups.

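In the high gain cows, genes of oxidative phosphorylation and of the TCA cycle rose together at ad libitum feeding. Of 77 measured nuclear genes of oxidative phosphorylation, 72 were higher, 1 was lower and 4 did not pass an adjusted p under 0.05 (72 higher and 1 lower when adjusted over the list alone). Their median was 1.92 relative to all clusters (camera adjusted p = 5.35e-69). The gene lower on the deposited scale, named after its value was seen, was NDUFB7 at -0.77. Of 21 TCA cycle genes, 17 were higher and 2 lower (18 higher and 2 lower when adjusted over the list alone; camera adjusted p = 5.45e-22). Cow H5 stood apart in their mean signal at restriction, at 11.9 against 12.3 to 12.5 in the others; without H5 their median relative to all clusters was 1.75, against 1.57 with all cows. MDH1, a malate dehydrogenase, rose by 2.93 (standard error 0.34, adjusted p = 2.5e-05, n = 6) and IDH3B, a subunit of isocitrate dehydrogenase, by 2.09 (standard error 0.22, adjusted p = 1.4e-05). The lower members were PC, pyruvate carboxylase, at -1.06 and IDH2 at -0.33; neither was lower with arrays centred. Of 24 genes of fatty acid synthesis and esterification, 16 were higher and 0 lower (the same counts when adjusted over the list alone; camera adjusted p = 8.76e-25). PGD, which supplies NADPH, rose by 3.00 (standard error 0.21, adjusted p = 1.4e-06). With an estimated correlation, the adjusted p stayed under 0.05 for these 3 lists, at most 0.0235. The lists follow processes that the paper names from these arrays and are not independent evidence of their direction. At the paper's thresholds, 68.8% of the oxidative phosphorylation, 66.7% of the TCA cycle and 58.3% of the fatty acid synthesis genes were called, against 12% to 12.2% of the other named genes. Fisher's exact test gave an adjusted p of 8.82e-30, 4.65e-08 and 3.64e-07 over 11 lists. It takes genes as independent, which genes moving together on the same arrays are not, so these p values overstate the evidence.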

GO terms identified by Panther as over-represented among the DEG list included TCA cycle oxidative phosphorylation, respiratory ETC, and coenzyme, fatty acid, steroid, cellular amino acid and nitrogen compound metabolic processes (Table 1). Those under-represented were sensory perception genes. 

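The array measures 806 olfactory receptors, the odorant receptors of the nasal epithelium. Their median log2 fold change in the high gain cows was -0.45, or -0.03 relative to all clusters. Of the 806, 28 were higher, 460 lower and 318 not called at an adjusted p under 0.05 from limma (29 higher and 462 lower when adjusted over the list alone). With each array centred on its median, 109 were higher and 114 lower. As a list they did not differ from all other clusters (camera adjusted p = 0.2; adjusted p = 0.698 with an estimated correlation). OR1J6, which had the smallest p among them, had a log2 fold change of -2.75 (standard error 0.19, adjusted p = 1.1e-06), and of -2.34 with arrays centred (n = 6 cows). At the paper's thresholds, 59 of the 806, or 7.32%, were called, against 12.5% of 17638 other named genes (odds ratio 0.553, Fisher's exact test, adjusted p = 6.83e-06). In the low gain cows, 66 were called, or 8.19% against 9.46% (adjusted p = 0.241, Fisher's exact test). Fisher's test takes genes on the same arrays as independent of one another, so small p values from it overstate the evidence. The list follows a term that the paper reports from these arrays, so this is not independent evidence.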

IPA identified the following pathways: oxidative phosphorylation, mitochondrial dysfunction, valine degradation I, LPS/IL-1 mediated inhibition of RXR function, and superpathway of cholesterol biosynthesis (Table 2). 

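Genes of valine breakdown and of cholesterol synthesis rose in the high gain cows, and those of the RXR pathway went both ways. Of 21 genes of branched-chain amino acid degradation, 15 were higher and 2 lower at ad libitum feeding (15 and 2 when adjusted over the list alone), with a median of 1.50 relative to all clusters (camera adjusted p = 2.03e-18). DBT, a core subunit of the branched-chain ketoacid dehydrogenase, rose by 2.73 (standard error 0.34, adjusted p = 3.6e-05, n = 6) and BCAT2, which takes off the amino group, by 2.14 (standard error 0.21, adjusted p = 7.6e-06). The lower genes, named after their values were seen, were BCAT1 at -0.32 and AUH at -0.76; with arrays centred, 0 of the list were lower. Of 19 cholesterol synthesis genes, 15 were higher and 0 lower (16 higher when adjusted over the list alone), with a median of 1.76 (camera adjusted p = 1.55e-19). IDI1, an isomerase of the isoprenoid steps, rose by 4.30 (standard error 0.35, adjusted p = 2.8e-06). Of 57 genes of the LPS/IL-1 and RXR pathway, 17 were higher, 17 lower and 23 not called (17 and 17 when adjusted over the list alone), with a median of 0.46 (camera adjusted p = 1.31e-06). With arrays centred, 24 were higher and 7 lower. All 3 lists had an adjusted p of 0.0235 with an estimated correlation. They were chosen from the paper's results on these arrays and are not independent evidence of direction.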

A list of genes identified with biological functions in mitochondrial respiration pathways are shown in Table 3.

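The 19 genes of Table 3 analysed here all rose at ad libitum feeding in the high gain cows, by 1.27 to 2.98 on the log2 scale, and all 19 passed Bonferroni from limma. The paper lists them with a corrected p from the same high gain arrays, so this outcome was largely fixed by that choice. SDHD, a membrane anchor of complex II, had a log2 signal of 12.69 ± 0.13 at restriction and 14.77 ± 0.27 at ad libitum feeding (SD, n = 6), a rise of 2.09 (standard error 0.13, adjusted p = 6.8e-07). The TCA cycle enzyme FH, fumarate hydratase, rose by 1.75 (standard error 0.15, adjusted p = 3.7e-06). The complex I subunits NDUFB5 and NDUFA13 rose by 2.45 and 2.53 (standard errors 0.14 and 0.15, adjusted p = 5.4e-07 for both). NDUFS5, another subunit of complex I, had the smallest rise at 1.27 (adjusted p = 5.2e-06). SDHD rose by 2.51 and NDUFS5 by 1.69 relative to the median of all clusters.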

**Table 1:** Biological processes over-represented among the list of DEG (*P* < 0.05) identified in adipose tissue after feed restriction and realimentation for cows with greater body weight gain.

Term^1^	# Identified^2^	# Expected^3^	Fold Enrichment^4^	Bonferroni Corrected *P*-value
Tricarboxylic acid cycle	12	2.6	4.6	4.43E-03
Oxidative Phosphylation	26	6.5	4	1.30E-06
Respiratory ETC	40	16.8	2.4	2.18E-04
Coenzyme metabolic process	26	11	2.4	1.99E-02
Fatty Acid Metabolic Process	39	19	2	8.01E-03
Steroid Metabolic Process	37	18.5	2	2.29E-02
Cellular Amino Acid Metabolic Process	50	26.6	1.88	6.76E-03
Nitrogen Compound Metabolic Process	255	205	1.25	4.42E-02
Sensory Perception of Smell^5^	30	69.5	0.43	1.27E-05

^1^ Biological process enriched for in the list of DEG genes.

^2^ Number of DEG identified within the biological process.

^3^ The number of genes that expected based on the reference genes.

^4^ Fold Enrichment of the genes observed in the list of DEG genes that is over the expected.

^5^ The biological process of sensory perception of smell was represented by fewer genes than expected.

**Table 2:** Ingenuity pathway analysis of differentially expressed genes (*P* < 0.05) from adipose tissues from cows with greater gain between feed restriction and realimentation sample collection, and for cows with lesser gain between feed restriction and realimentation.

Comparison	Top Canonical Pathway	*P*-value	#DEG Represented
High Gain	Oxidative Phosphorylation	3.27E-25	51
	Mitochondrial Dysfunction	4.09E-21	63
	Valine Degradation I	1.01E-05	10
	LPS/IL-1 Mediated Inhibition of RXR Function	1.48E-05	45
	Superpathway of Cholesterol Biosynthesis	2.08E-05	12
Low Gain	Oxidative Phosphorylation	1.04E-23	45
	Mitochondrial Dysfunction	7.44E-22	57
	Superpathway of Cholesterol Biosynthesis	1.70E-07	13
	Cholesterol Biosynthesis I	3.55E-06	8
	Cholesterol Biosynthesis II (via 24,25-dihydrolanosterol)	3.55E-06	8

**Table 3:** Differentially expressed genes with mitochondrial energy production functions identified in cows with higher gain between feed restriction and realimentation.

Gene^1^	Gene Name	ETC Function^2^	Fold Change^3^	*P*-value ^4^ (Corrected)
*ATP5A1*	ATP synthase alpha subunit 1, cardiac muscle	Complex V	1.08	0.02
*ATP5C1*	ATP synthase gamma polypeptide 1	Complex V	1.11	0.05
*ATP5F1*	ATP synthase subunit B1	Complex V	1.09	0.009
*ATP5G3*	ATP synthase subunit C3 (subunit 9)	Complex V	1.17	0.02
*ATP5H*	ATP synthase subunit d	Complex V	1.08	0.005
*ATP5O*	ATP synthase O subunit	Complex V	1.11	0.02
*ATPIF1*	ATPase inhibitory factor 1	Complex V	1.10	0.001
*COX7A2*	cytochrome c oxidase subunit VIIa polypeptide 2 (liver)	Complex IV	1.12	0.007
*NDUFA10*	NADH dehydrogenase 1 alpha subcomplex, 10	Complex I	1.20	0.008
*NDUFA13*	NADH dehydrogenase 1 alpha subcomplex, 13	Complex I	1.18	0.0003
*NDUFA2*	NADH dehydrogenase 1 alpha subcomplex, 2	Complex I	1.13	0.02
*NDUFA4*	NADH dehydrogenase 1 alpha subcomplex, 4	Complex I	1.10	0.01
*NDUFB5*	NADH dehydrogenase 1 beta subcomplex, 5	Complex I	1.15	0.0003
*NDUFS2*	NADH dehydrogenase Fe-S protein 2	Complex I	1.11	0.02
*NDUFS5*	NADH dehydrogenase Fe-S protein 5	Complex I	1.09	0.005
*NDUFS6*	NADH dehydrogenase Fe-S protein 6	Complex I	1.13	0.05
*SDHD*	succinate dehydrogenase complex, subunit D, integral membrane protein	Complex II	1.12	0.0003
*UQCR11*	ubiquinol-cytochrome c reductase, complex III subunit XI	Complex III	1.19	0.0005
*UQCRH*	ubiquinol-cytochrome c reductase hinge protein	Complex III	1.11	0.02
***FH***	**fumarate hydratase**	TCA	1.12	0.010

^1^ All genes in Complex I-V were also identified as differentially expressed in low gain animals, but they were not significant after correction for multiple testing, except for fumerate hydratase (FH) shown in bold, which was not identified as differentially expressed in low gain animals at P < 0.05.

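In the low gain cows all 19 genes of Table 3 analysed here were also higher at ad libitum feeding at an adjusted p under 0.05 from limma, by 0.95 to 2.36 on the log2 scale, and 2 of them passed Bonferroni. As these genes were chosen by their p in the high gain cows, counts past Bonferroni do not compare the gain groups fairly. FH had a log2 signal of 11.69 ± 0.34 at restriction and 12.76 ± 0.41 at ad libitum feeding (SD, n = 6), a rise of 1.07 (standard error 0.20, adjusted p = 0.00053) seen in 6 of 6 cows. SDHD rose by 1.92 (standard error 0.19, adjusted p = 7.8e-06). Relative to the median of all clusters, FH rose by 1.51 and SDHD by 2.35. The difference between the gain groups in the rise of FH was 0.68 (standard error 0.26, adjusted p = 0.57), tested with limma as a difference of responses.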

^2^ Components of the TCA and oxidative phosphorylation pathways that each of the DEG is associated with.

^3^ Fold change is the log2 fold change difference between ad libitum and feed restriction studies. These genes were more highly transcribed during the ad libitum study.

^4^ The P shown was corrected by multiplying the nominal P by the number of genes tested (24,431).

#### Low gain animals (feed restriction to ad libitum comparison)

There were 2,474 genes differentially expression in the low gain adipose samples compared between feed restriction and ad libitum studies (S4 Table). Of those, 2,041 genes were up-regulated and 433 were down-regulated. 

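In the low gain cows INSIG1, which holds back the activation of sterol-sensing transcription factors, rose by 4.32 at ad libitum feeding (standard error 0.31, adjusted p = 2.4e-06, n = 6, limma). KRT19, a keratin, rose by 3.63 (standard error 0.81, adjusted p = 0.0018) and TECTB, known from the inner ear, by 3.62 (standard error 0.58, adjusted p = 0.00019). Relative to the median of all clusters these rises were 4.75, 4.07 and 4.05. The largest falls included SNCG at -4.40 (standard error 1.03, adjusted p = 0.0025) and CHRNA3 at -4.18 (adjusted p = 0.0027). NNAT, an imprinted membrane proteolipid, changed by -3.16 (adjusted p = 8.9e-05), a lower bound since 1 restriction array was at the end of the scale. SLCO4C1, an organic anion transporter, changed by -3.32 (adjusted p = 0.00051) and GAB1, a docking protein of receptor signaling, by -2.84 (adjusted p = 5.5e-05). All of these went the same way in 6 of 6 cows, a condition for choosing them, and stayed called with arrays centred. At an adjusted p under 0.05, 1493 clusters were higher and 13593 lower at ad libitum feeding, or 90.1% lower. With each array centred on its median, 4643 were higher and 3510 lower, or 43.1% lower. At the thresholds of the paper, 432 were higher and 2071 lower, and with arrays centred 1146 higher and 273 lower.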

Following the Bonferroni correction, 491 genes remained differentially expressed with 475 up-regulated and 16 down-regulated. 

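Past Bonferroni, 60 clusters were higher and 787 lower at ad libitum feeding in the low gain cows, and 350 clusters in all passed in both gain groups. Chance would give 30.7 shared clusters. Of the shared clusters, 41 were higher and 309 lower at ad libitum feeding. The higher ones passing in both groups included ACACA and SLC25A1, genes of fatty acid synthesis, SDHD of complex II, and PGD. With the cow as a block, 28 clusters were higher and 200 lower in the low gain cows and 73 were shared. With each array centred on its median the direction turns: 323 were higher and 47 lower in the low gain cows, and of 178 shared, 156 were higher and 22 lower. With 1 of the 6 low gain cows left out, 25 to 53 were higher and 358 to 460 lower. Leaving out 1 cow of either group gives 188 to 248 shared clusters.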

A total of 144 genes were common between both high gain and low gain animals (S5 Table). The gene ontology terms identified as over-represented were TCA cycle, oxidative phosphorylation, glycolysis, respiratory ETC, and fatty acid metabolism (Table 4). 

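Genes of the TCA cycle, oxidative phosphorylation and fatty acid synthesis rose at ad libitum feeding in the low gain cows, and those of glycolysis went both ways. Of 21 TCA cycle genes, 17 were higher and 1, IDH2, was lower at an adjusted p under 0.05 (the same counts when adjusted over the list alone), with a median of 1.36 relative to all clusters (camera adjusted p = 4.04e-19). Of 77 oxidative phosphorylation genes, 60 were higher and 1, NDUFB7, was lower (61 and 1 when adjusted over the list alone), with a median of 1.49 (camera adjusted p = 2.76e-49; adjusted p = 0.0655 with an estimated correlation). Of 20 glycolysis genes, 9 were higher and 6 lower (9 and 6 when adjusted over the list alone), with a median of 0.69 (camera adjusted p = 1.16e-07; adjusted p = 0.0655 with an estimated correlation). ALDOA, an aldolase, rose by 1.73 (standard error 0.15, adjusted p = 4.6e-06, n = 6), GPI, glucose-6-phosphate isomerase, by 2.77 (standard error 0.33, adjusted p = 2.3e-05) and PGAM1, a mutase of the later steps, by 1.19 (standard error 0.22, adjusted p = 0.00051). The lower glycolysis genes, named after their values were seen, were HK3, PFKL, PFKP, ALDOC, PGAM2 and ENO3; with arrays centred, 12 genes were higher and 2 lower. Of 24 fatty acid synthesis genes, 16 were higher and 0 lower (16 and 0 when adjusted over the list alone), with a median of 2.61 (camera adjusted p = 4.87e-25; adjusted p = 0.00814 with an estimated correlation). In the high gain cows the glycolysis list had 9 genes higher and 4 lower (10 and 4 when adjusted over the list alone; camera adjusted p = 1.3e-07; adjusted p = 0.0235 with an estimated correlation). At the paper's thresholds 55% of the glycolysis genes were called in the low gain cows, against 9.36% of the other named genes. In the high gain cows these shares were 40% and 12.2% (Fisher's exact test, adjusted p = 1.02e-06 and 0.00163). That test takes genes as independent and overstates the evidence. The lists follow the paper's own terms on these arrays and are not independent evidence of direction.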

The DEG with biological functions within lipid metabolism pathways for both high and low gain animals are shown in Table 5. 

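Of the 37 lipid metabolism genes of Table 5, 34 were analysed here. In the high gain cows 30 of these were higher and 4 lower at ad libitum feeding, and in the low gain cows 28 were higher, 4 lower and 2 not called (adjusted p under 0.05, limma). The 4 lower ones in both groups were ANGPTL4, CPT1A, CPT1B and ELOVL4. The fatty acid elongase ELOVL5 rose by 2.96 and 2.88 in high and low gain cows (standard errors 0.37 and 0.32, n = 6 each). ELOVL6 rose by at least 3.87 and 3.19, since 6 and 3 of the ad libitum arrays were at the end of the scale. APOE, a lipoprotein component, rose by 2.00 and 1.97 (adjusted p = 0.0034 and 0.0023). FABP7, a fatty acid binding protein, was at 1.10 (adjusted p = 0.0028) and 0.10 (adjusted p = 0.85), and ACSS3, which activates propionate, at 0.90 (adjusted p = 0.039) and 0.21 (adjusted p = 0.48). The call of ACSS3 in the high gain cows is lost without H2, H3, H5 or H6. With arrays centred, the tallies of higher and lower genes were the same. The paper lists these genes because it called them on these arrays, so the tallies are not independent evidence.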

IPA identified the following pathways over-expressed from the list of DEG: oxidative phosphorylation, mitochondrial dysfunction, superpathway of cholesterol biosynthesis, cholesterol biosynthesis I and cholesterol biosynthesis II (Table 2).

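Genes of cholesterol synthesis rose in the low gain cows at ad libitum feeding. Of 19 genes, 16 were higher, 0 lower and 3 not called at an adjusted p under 0.05 (16 and 0 when adjusted over the list alone), with a median of 1.63 relative to all clusters. The camera adjusted p was 1.91e-23 (adjusted p = 0.0139 with an estimated correlation). Cow L3 stood apart in the mean signal of the list at ad libitum feeding, at 11.9 against 11.1 to 11.3 in the others, and without L3 the median was 1.46. IDI1 rose by 3.31 (standard error 0.28, adjusted p = 3.7e-06, n = 6, limma). FDFT1, which joins farnesyl units to squalene, rose by 2.01 (standard error 0.18, adjusted p = 5e-06) and SC5D, a late desaturase, by 0.50 (standard error 0.13, adjusted p = 0.005). In the high gain cows FDFT1 rose by 2.51 and SC5D by 1.53. The list was drawn from pathways that the paper reports on these arrays, so its direction is not independent evidence.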

**Table 4:** Biological processes of over-represented among the list of DEG (P < 0.05) identified in adipose tissue after feed restriction and realimentation for cows with lower body weight gain.

Term^1^	# Identified^2^	# Expected^3^	Fold Enrichment^4^	Nominal *P*-value
Tricarboxylic Acid Cycle	11	2	5.5	2.13E-03
Oxidative Phosphorylation	25	5	5	3.50E-08
Glycolysis	12	3	4	1.25E-02
Respiratory Electron Transport Chain	35	13	3	6.85E-05
Fatty Acid Metabolic Process	37	15	2.5	1.54E-04

^1^ Biological process enriched for in the list of DEG genes.

^2^ Number of DEG identified within the biological process.

^3^ The number of genes that expected based on the reference genes.

^4^ Fold Enrichment of the genes observed in the list of DEG genes that is over the expected.

**Table 5:** Genes with biological functions in lipid metabolism pathways identified as differentially expressed for high and low gain animals.

Gene^1^	Gene Name	Fold Change Low Gain^2^	*P*-value	Fold Change High Gain^2^	*P*-value
*ACACA*	acetyl-CoA carboxylase alpha	4.58	0.000078	9.32	**0.000004**
*ACADS*	acyl-CoA dehydrogenase, C-2 to C-3 short chain	1.21	0.0019	2.60	0.000084
*ACADSB*	acyl-CoA dehydrogenase, short/branched chain	1.04	0.0021	1.93	0.00039
*ACAT1*	acetyl-CoA acetyltransferase 1	1.05	0.0043	1.01	0.00069
*ACAT2*	acetyl-CoA acetyltransferase 2	2.11	0.00071	1.37	0.0019
*ACLY*	ATP citrate lyase	41.07	0.000035	**29.65**	**0.000044**
*ACO2*	aconitase 2, mitochondrial	1.47	0.012	2.17	0.00035
*ACOX1*	acyl-CoA oxidase 1, palmitoyl			1.01	0.024
*ACOX2*	acyl-CoA oxidase 2, branched chain	2.19	0.00031	2.27	0.000065
*ACSL1*	acyl-CoA synthetase long-chain family member 1			**1.73**	**0.00002**
*ACSL4*	acyl-CoA synthetase long-chain family member 4	1.10	0.0019	1.83	0.014
*ACSL5*	acyl-CoA synthetase long-chain family member 5; long-chain-fatty-acid—CoA ligase 5-like	2.16	0.0033	1.27	0.020
*ACSS2*	acyl-CoA synthetase short-chain family member 2	4.20	0.00012	**10.27**	**0.000026**
*ACSS3*	acyl-CoA synthetase short-chain family member 3			1.06	0.071
*AGPAT2*	1-acylglycerol-3-phosphate O-acyltransferase 2 (lysophosphatidic acid acyltransferase, beta)	2.00	0.0038	7.52	0.000087
*ALDH2*	aldehyde dehydrogenase 2 family (mitochondrial)	1.20	0.0014	1.29	0.0013
*ALDOA*	aldolase A, fructose-bisphosphate	**1.55**	**0.000031**	**1.68**	**0.000047**
*ANGPTL4*	angiopoietin-like 4	0.10	0.00035	0.07	0.00018
*APOE*	apolipoprotein E	2.23	0.0096	1.75	0.011
*CPT1A*	carnitine palmitoyltransferase 1A (liver)	**0.14**	**0.000028**	0.07	0.00011
*CPT1B*	carnitine palmitoyltransferase 1B (muscle)	0.22	0.00086	0.21	0.00086
*CPT2*	carnitine palmitoyltransferase 2			1.67	0.0016
*ECHS1*	enoyl CoA hydratase, short chain, 1, mitochondrial	2.31	0.00086	**3.58**	**0.000031**
*ECI2*	enoyl-CoA delta isomerase 2	1.66	0.028	1.13	0.016
*EHHADH*	enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase	1.04	0.0054	1.58	0.0010
*ELOVL4*	ELOVL fatty acid elongase 4	**0.17**	**0.000002**	**0.17**	**0.000036**
*ELOVL5*	ELOVL fatty acid elongase 5	3.29	0.00016	4.29	0.00029
*ELOVL6*	ELOVL fatty acid elongase 6	5.24	0.000085	**6.87**	**0.000018**
*FABP7*	fatty acid binding protein 7, brain			1.18	0.0084
*FASN*	fatty acid synthase	4.56	0.0016	**6.92**	**0.000029**
*G6PD*	glucose-6-phosphate dehydrogenase	2.16	0.00021	**3.68**	**0.000033**
*GPI*	glucose-6-phosphate isomerase			**5.54**	**0.000041**
*LPL*	lipoprotein lipase	1.02	0.00053	1.26	0.00027
*LSS*	lanosterol synthase (2,3-oxidosqualene-lanosterol cyclase)	3.14	0.00049	2.69	0.0012
*PCK1*	phosphoenolpyruvate carboxykinase 1 (soluble)	1.53	0.045	1.36	0.044
*PCK2*	phosphoenolpyruvate carboxykinase 2 (mitochondrial)	1.47	0.0031	5.24	0.000078
*PFKFB1*	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1	1.37	0.013	1.21	0.0018

^1^ Human genome organization gene nomenclature committee gene symbol.

^2^ Fold change is the log2 fold change difference between ad libitum and feed restriction studies. Genes with values > 1 were up-regulated during realimentation, genes with values < 1 were down-regulated. Fold changes and P-values in bold represent values that were significant after Bonferroni correction.

## Discussion

Few studies to elucidate the molecular mechanisms that underlie feed restriction and realimentation in cattle have been published to date [2, 9]. The purpose of this discovery study was to examine the adipose transcriptome of mature cows with variation in body weight gain under conditions of feed restriction and realimentation. We hypothesized that we would identify gene expression differences among genes involved with lipid metabolism pathways. While we were able to identify pathways related to lipolysis and lipogenesis, other pathways involved in mitochondrial energy production were also identified among higher and lower gain animals when comparing them across nutritional treatment. It is important to note that there were differences in dry matter intake between the groups of selected animals (i.e., the animals with higher gain also had greater feed intake); thus, changes in gene expression may be driven by a combination of both phenotypes rather than by gain alone.

Due to the small collection size of adipose tissue collected by biopsy, we were unable to validate the expression of the DEG identified in this study using qRT-PCR. However, on different populations of animals, we have performed prior microarray assays on larger tissue samples, which allowed us to validate the DEG using real-time gene expression [10–13]. Under these circumstances, we were able to detect greater than 68% concordance between microarray and qRT-PCR gene expression.

It is of interest that the gene expression differences detected by analyses using phenotype (i.e., high versus low body weight gain) compared at either restricted state or ad libitum feeding did not pass FDR correction for multiple testing yet, differentially expressed genes detected by treatment (restriction vs. ad libitum) within group (high or low gain animals) retained DEG after FDR correction. Weight gain is a complex trait that is controlled by many genes that may have only small effects on the phenotype, as over 700 quantitative trait loci have been identified for ADG (https://www.animalgenome.org/cgi-bin/QTLdb/BT/index). There appear to be fewer genes or possibly genes with larger effects identified among animals undergoing feed restriction to realimentation. Interestingly, these genes tend to correspond to biological functions such as mitochondrial energy production pathways, fatty acid metabolism and propanoate metabolism pathways, and also genes involved in the ECM. Moreover, the physiological status of cows between maintenance (zero energy balance) and cows gain weight (positive energy balance) is much greater than two groups in positive energy balance.The adipose tissue compared between feed restriction and realimentation for either the high gain or the low gain animals revealed the gene ontology annotation enrichment for energy production via TCA cycle, oxidative phosphorylation, and respiratory ETC. 

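With each array centred on its median, the mean change of a gene list was taken in each cow and compared between the gain groups. Fatty acid synthesis genes changed by 2.83 ± 0.25 in the high gain and 2.42 ± 0.54 in the low gain cows (SD, n = 6 each; exact permutation test, p = 0.13, adjusted p = 0.438 over 27 lists). Oxidative phosphorylation genes changed by 1.86 ± 0.28 and 1.50 ± 0.63 (exact permutation test, p = 0.225, adjusted p = 0.506) and TCA cycle genes by 1.63 ± 0.35 and 1.33 ± 0.40 (exact permutation test, p = 0.203, adjusted p = 0.499). In all 12 cows the mean of each of these 3 lists was higher at ad libitum feeding. Glycolysis genes changed by 1.05 ± 0.17 and 0.96 ± 0.29, also higher in every cow.

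**Figure D2:**
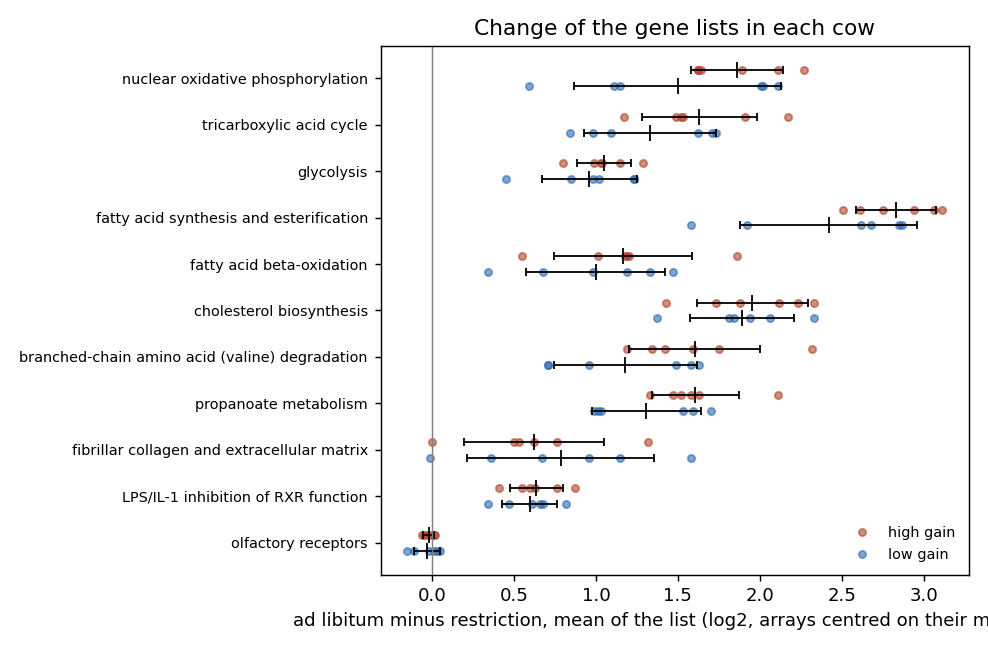
Change of 11 gene lists from restriction to ad libitum feeding in each cow, as the mean log2 change of the genes of a list with each array centred on its median. Points are cows, ticks and bars the mean and SD of the 6 cows of a gain group; the olfactory receptors lie near 0 and fatty acid synthesis has the largest means, 2.83 and 2.42.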

The expression values for mitochondrial energy production genes were lower during feed restriction than during realimentation. This is consistent with data evaluating heat production as a proxy for metabolic rate in cows during restriction [4]. Heat production decreased in cows undergoing feed restriction in two phases, acute and chronic, with the acute phase occurring through day 7. The nutrient restriction in this study was designed to feed cows at slightly below maintenance for 112 days at which time they should be at a zero energy balance. We sampled adipose tissue as they were nearing this stage at 105 days. Assuming that mitochondrial energy production is, in part, responsible for a cow’s metabolic rate, the decrease in transcription of mitochondrial energy production genes during feed restriction emulates previous heat production data.

A recent study in bulls to examine the molecular mechanisms of compensatory gain in muscle tissue after a feed restriction event also produced over-representation of DEG involved in mitochondrial energy production [2]; however, the direction of the gene expression was opposite of the expression in this study. Specifically, we identified several NADH dehydrogenase, Q cytochrome c reductase, cytochrome c oxidase, and ATP synthase genes with higher expression among the animals after ad libitum feeding; while Keogh et al. [2] found these genes to be down-regulated. 

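UQCR11 and UQCRH of complex III rose at ad libitum feeding by 2.98 and 1.50 in the high gain cows and by 2.36 and 1.00 in the low gain cows (n = 6, limma). Their standard errors were 0.18 and 0.15, then 0.30 and 0.22, and the adjusted p was at most 0.0016. COX7A2, a subunit of cytochrome c oxidase, rose by 1.96 and 1.58 (adjusted p = 3e-06 and 0.002). ATP5MC3, part of the rotor ring of ATP synthase, rose by 2.61 and 1.87 (adjusted p = 3.8e-06 and 0.00038), and ATP5F1A, its alpha subunit, by 1.51 and 0.95 (adjusted p = 5.9e-06 and 0.00073). NDUFA10 of complex I rose by 2.66 and 1.66 (adjusted p = 2.4e-06 and 0.00024). None of the 13 genes that mitochondrial DNA itself encodes for these complexes was found by name on the array.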

The gender and ages of animals in these two studies, the tissue type sampled, and the timing of sample collection was different between these two studies and may contribute to these differences. The biopsy during realimentation in this study was performed on bulls at 479 days old at 49 days after refeeding versus 15 days in the study by Keogh et al. [2]. We sampled mature 5-year-old cows at 49 days of refeeding to avoid any potential lag in molecular mechanism that might occur early during refeeding in adipose tissue. In lambs, visceral organs including blood, internal organs and attached fat gain mass more quickly after refeeding than body fat and non-visceral fat [14]. Tissues like muscle and adipose appear to require additional time for gain as indicated by a slower weight gain than visceral weight through 14 days of refeeding. Freetly et al. [4] also showed that there are acute and chronic phases of adaptation resulting in increases in heat production during realimentation. The transition to the chronic phase of heat production occurred by day 14, but was dependent upon realimentation diet level.

The up-regulation of energy related pathways in mature cows may be related to an increase in lipid substrates derived from an increase in intake by these animals during realimentation. 

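ACACA, which commits acetyl-CoA to fatty acid synthesis, had a log2 signal of 14.28 ± 0.53 at restriction and 18.51 ± 0.31 at ad libitum feeding in the high gain cows (SD, n = 6). It rose by 4.24 (standard error 0.23, adjusted p = 4.6e-07, limma) in these cows and by 3.10 (standard error 0.30, adjusted p = 6.8e-06) in the low gain cows, 18.8-fold and 8.55-fold. FASN, fatty acid synthase, rose by at least 4.17 and 2.96, since 5 of 6 ad libitum arrays in each group were at the end of the scale. THRSP, a regulator of lipogenesis, rose by at least 3.74 and 3.04, with 5 and 4 such arrays. GPAM rose by 3.84 and 2.18 (adjusted p = 4.6e-07 and 8.1e-05). LPL, which releases fatty acids from lipoproteins, rose by 1.36 and 1.06 (adjusted p = 5.2e-05 and 0.00012). Its signals at ad libitum feeding lay near the end of the scale, so these rises may be understated. Among oxidation enzymes, DECR1 rose by 3.54 and 2.60 and the peroxisomal ACOX2 by 2.25 and 2.10 (adjusted p at most 0.00023). The acyl-CoA synthetases ACSL4 and ACSL5 rose by 1.48 and 1.50 in the high gain and by 1.39 and 1.56 in the low gain cows (adjusted p at most 0.0073). LIPE, hormone-sensitive lipase, fell, with log2 fold changes of -1.61 (standard error 0.28, adjusted p = 0.00035) and -1.03 (standard error 0.19, adjusted p = 0.00058). With arrays centred on their medians LIPE changed by -1.20 and -0.58 (adjusted p = 0.0058 and 0.036; 0.073 in the low gain cows with the cow as a block too).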

In support of this was the increase in expression of several genes associated with lipogenesis (i.e., ACACA, THRSP, GPAM, and LPL) and fatty acid metabolic process (FASN, ACOX2, LIPE, DECR1, ACSL4, ACSL5) after realimentation in both greater and lower gain groups of animals. A study by Crookenden et al. [15] showed that the genes ACACA, THRSP, GPAM, and LPL were up-regulated in the adipose tissue of dairy cows with higher metabolizable energy intake. The expression of the genes ACACA, THRSP, and GPAM has been associated with adipose deposition [16,17]. A feed restriction study in sheep showed a decrease in the expression of ACACA and FASN compared to control animals [1]. These two genes act in the de novo fatty acid synthesis pathway. We do not conclusively show that these genes are in lower abundance with feed restriction in cattle, as we did not measure control animals, but compared to realimentation, their relative expression is lower, supporting elevated lipogenesis, as opposed to lipolysis, is occurring in cows during realimentation. 

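SLC25A1, which carries citrate out of mitochondria for fatty acid synthesis, rose by 5.30 in the high gain and 4.07 in the low gain cows at ad libitum feeding (standard errors 0.28 and 0.45, n = 6, limma). MID1IP1, an activator of ACACA, rose by 5.63 and 3.99 (standard errors 0.41 and 0.56). Relative to the median of all clusters, SLC25A1 rose by 5.72 and 4.50. Of 15 lipolysis genes, 4 were higher and 5 lower in the high gain cows (4 and 5 when adjusted over the list alone), and 4 and 4 in the low gain cows (4 and 4 when adjusted over the list alone). With arrays centred, 7 were higher and 3 lower in each group. The list's camera adjusted p was 0.00704 and 0.00655 toward higher values (adjusted p = 0.309 and 0.129 with an estimated correlation). On the deposited scale the list's medians were 0.05 and -0.07, so it was higher only against the fall of all clusters. ADRB3, a receptor through which catecholamines start lipolysis, changed by -0.99 (standard error 0.11, adjusted p = 2e-05) and -0.88 (standard error 0.13, adjusted p = 0.00013), and PRKAR2B, a regulatory subunit of protein kinase A, by -1.42 (adjusted p = 0.00016) and -1.81 (adjusted p = 0.00057). CIDEA, a lipid droplet protein, rose by 3.60 and 2.25 (adjusted p = 1.1e-05 and 2.2e-05). Of 15 markers of mature adipocytes, which include LIPE and LPL, 4 were higher and 3 lower in the high gain cows (3 and 3 when adjusted over the list alone) and 5 and 2 in the low gain cows (4 and 2 when adjusted over the list alone); with arrays centred, 9 and 2 and 10 and 2. The camera adjusted p was 9.19e-05 and 9.61e-06 toward higher values (adjusted p = 0.125 and 0.0796 with an estimated correlation). Neither the lipolysis nor the adipocyte list was followed under quantile or loess normalization.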

The feed intake of the mature cows during realimentation appears to exceed the intake requirements for maintenance and protein synthesis.

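ACLY, which makes cytosolic acetyl-CoA from citrate, rose by 6.14 in the high gain and 6.41 in the low gain cows at ad libitum feeding (standard errors 0.53 and 0.52, n = 6, adjusted p = 3.9e-06 and 3.3e-06 from limma), or 70.7-fold and 84.8-fold. ELOVL4, an elongase of very long chain fatty acids, fell, with log2 fold changes of -1.57 (standard error 0.15, adjusted p = 6.7e-06) and -1.47 (standard error 0.10, adjusted p = 1.5e-06). SLC27A3, a fatty acid transport protein, also fell, with log2 fold changes of -1.57 and -1.47 (adjusted p = 3e-06 and 5.8e-06). Both stayed lower with arrays centred, ELOVL4 at -1.15 and -1.02. The mitochondrial PCK2 rose by 3.52 and 2.09 (adjusted p = 7.9e-06 and 0.00053) and the cytosolic PCK1 by 1.66 and 1.70 (adjusted p = 0.02 and 0.018). Both enzymes make phosphoenolpyruvate. ACAT1, an acetyl-CoA acetyltransferase of mitochondria, rose by 1.08 and 1.11 (adjusted p = 0.00018 and 0.001). The call of PCK1 is lost without cow H2 (adjusted p = 0.084) and without cow L1 (adjusted p = 0.054).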

We identified DEG involved in fatty acid synthesis (i.e., ACACA, ACLY, FASN, ELOVL4, SLC27A3), peroxisome β-oxidation (i.e., ACOX1, ACOX2, EHHADH), gluconeogenesis (i.e., PCK1, PCK2), and ketogenesis (ACAT1). These genes were all up-regulated in both higher and lower gaining cows upon refeeding. 

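EHHADH, a bifunctional enzyme of peroxisomal oxidation, rose at ad libitum feeding by 1.52 (standard error 0.24) in the high gain and 1.11 (standard error 0.24) in the low gain cows (n = 6, adjusted p = 2e-04 and 0.0014 from limma). ACSL1, which activates long-chain fatty acids, rose by 1.85 (standard error 0.15, adjusted p = 3.2e-06) and 0.92 (standard error 0.35, adjusted p = 0.035). ETFA, which takes electrons from acyl-CoA dehydrogenases, rose by 3.49 and 2.78, and ECHS1, the short-chain enoyl-CoA hydratase, by 3.08 and 2.26 (adjusted p at most 1e-04). CPT1A and CPT1B, which admit long-chain fatty acids to mitochondria, fell, CPT1A with log2 fold changes of -2.37 (standard error 0.25, adjusted p = 1.3e-05) and -2.05 (standard error 0.17, adjusted p = 3.9e-06) and CPT1B with -1.12 and -1.16. Of 24 genes of fatty acid oxidation, 11 were higher and 3 lower in the high gain cows and 10 and 4 in the low gain cows (the same counts when adjusted over the list alone). Their medians were 0.93 and 0.78 relative to all clusters (camera adjusted p = 1.28e-11 and 9.59e-10; adjusted p = 0.0653 and 0.0931 with an estimated correlation). The list takes up a process that the paper discusses from these arrays, so its direction is not independent evidence. The call of ACSL1 in the low gain cows is lost without L1, L2 or L5 (adjusted p = 0.082, 0.078 and 0.06).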

Genes involved in mitochondrial β-oxidation of fatty acids (i.e., ACSL1, EHHADH) were also differentially expressed, and transcribed in higher abundance upon refeeding. Also of interest was the expression of LPL and its inhibitor ANGPTL4. The expression of LPL was lower, and expression of ANGPTL4 was higher in the cows during the feed restriction study suggesting that triglyceride hydrolysis in adipose tissue was reduced in cows on restricted feed. 

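ANGPTL4, a secreted inhibitor of LPL, had a log2 signal of 12.71 ± 0.68 at restriction and 10.03 ± 0.50 at ad libitum feeding in the high gain cows (SD, n = 6), and of 12.66 ± 0.51 and 10.34 ± 0.65 in the low gain cows. Its log2 fold changes were -2.68 (standard error 0.31, adjusted p = 2.2e-05) and -2.32 (standard error 0.30, adjusted p = 3.6e-05) from limma, or -2.27 and -1.87 with arrays centred. LPL had a signal of 18.27 ± 0.44 and 19.63 ± 0.14 in the high gain and 18.61 ± 0.40 and 19.67 ± 0.03 in the low gain cows, in the same order. Its signals at ad libitum feeding lay near the end of the scale at 19.9, so that its rise may be understated. ANGPTL4 was lower and LPL higher at ad libitum feeding in 12 of 12 cows. TXNIP, which fasting raises, changed by -1.88 (standard error 0.23, adjusted p = 3.4e-05) and -1.78 (standard error 0.41, adjusted p = 0.0023). Of 13 genes known to respond to fasting or fatty acids, ANGPTL4 among them, 1 was higher and 7 lower in each gain group (1 and 7 when adjusted over the list alone), against 2 and 5 in the high gain and 3 and 4 in the low gain cows with arrays centred. In the mean signal of these genes H2 stood apart at restriction, at 10.6 against 11.3 to 11.5 in the other high gain cows, and L3 at ad libitum feeding, at 10.5 against 10.9 to 11.1. As a list they did not differ from all other clusters (camera adjusted p = 0.803 and 0.813).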

Ultimately, genes expressed during the nutrient restricted period should result in overall decrease in lipogenesis.

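MMUT, the mutase that turns methylmalonyl-CoA into succinyl-CoA, rose at ad libitum feeding by 1.60 in the high gain and 1.43 in the low gain cows (standard errors 0.12 and 0.22, n = 6, adjusted p = 1.8e-06 and 0.00015 from limma). ACAT2, a cytosolic acetyl-CoA acetyltransferase, rose by 1.49 and 1.96 (adjusted p = 0.00042 and 8.9e-05), and ACSS2, which acts on acetate and propionate, by 4.34 and 2.86 (adjusted p = 2.6e-06 and 1e-05). Of 24 genes of propanoate metabolism, 15 were higher and 0 lower in the high gain cows and 15 and 2 in the low gain cows (the same counts when adjusted over the list alone). The 2 lower ones, named after their values were seen, were HIBCH at -0.43 and MLYCD at -0.52; with arrays centred, 19 genes were higher and 0 lower in each group. The list had medians of 1.43 and 1.04 relative to all clusters (camera adjusted p = 3.97e-20 and 8.62e-17; adjusted p = 0.0101 and 0.0381 with an estimated correlation). It shares members with the lists of valine degradation and fatty acid synthesis, and it was taken up because the paper discusses propanoate on these arrays, so it is not independent evidence.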

Several of the over-represented genes were involved in propanoate metabolism and were down-regulated in the nutrient restricted tissues compared to the tissue collected during ad libitum feeding. Propionate is one of the primary VFA produced by rumen microbes and is the main precursor for glucose synthesis via gluconeogenesis in the hepatic tissue of ruminants. In ruminants VFA are produced and absorbed in the gastrointestinal tract, the rumen primarily [18]. In adipose tissue it has been suggested that propionate may regulate adipogenesis and adipokine release via the two primary G-protein coupled receptors [19]. Our data showed that aldehyde dehydrogenase 6 family, member A1 (*ALDH6A1*), a key enzyme in propionate metabolism, was down-regulated during feed restriction across high gain and low gain animals and this gene is critical for many steps throughout the propionate pathway. 

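ALDH6A1, the methylmalonate semialdehyde dehydrogenase of valine breakdown and propionate metabolism, had a log2 signal of 12.96 ± 0.57 at restriction and 14.92 ± 0.40 at ad libitum feeding in the high gain cows (SD, n = 6). The signals were 13.15 ± 0.42 and 14.59 ± 0.53 in the low gain cows. The log2 fold changes, ad libitum minus restriction, were 1.96 (standard error 0.26, adjusted p = 5.4e-05) and 1.45 (standard error 0.25, adjusted p = 0.00029) from limma. Relative to the median of all clusters they were 2.38 and 1.88. The gene was higher at ad libitum feeding in 12 of 12 cows.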

The majority of the other genes in this pathway were also down-regulated suggesting that the nutrient restriction resulted in a shift in gene expression that overall reduced the metabolism of propionate, potentially via a lack of available propionate in a nutrient restricted state. This pathway is critical for energy metabolism and a shift in genes critical to this pathway suggests that tissue-wide nutrient restriction induced phenotype is induced by altered expression in genes throughout this metabolic pathway.

Genes involved in cholesterol biosynthesis were identified in this study as differentially expressed among both higher and lower gaining animals between feed restriction and realimentation. The genes HMGCS1, HMGCR, LSS and CYP51A1 were all transcribed in higher abundance during realimentation. These same genes were also found differentially expressed in the liver of chickens that were refed after a short-term feed restriction [20]. 

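HMGCS1, which makes HMG-CoA, rose at ad libitum feeding by 3.39 in the high gain and 3.06 in the low gain cows (standard errors 0.38 and 0.39, n = 6, adjusted p = 2e-05 and 3.6e-05 from limma). LSS, lanosterol synthase, rose by 2.31 and 2.47 (standard errors 0.37 and 0.33, adjusted p = 0.00021 and 5e-05). CYP51A1, the demethylase that acts on lanosterol, rose by 1.04 and 1.08 (standard errors 0.26 and 0.20, adjusted p = 0.0045 and 0.00042). CYP51A1 rose by 1.47 and 1.51 relative to the median of all clusters.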

Cholesterol is a component of the cell membrane and has been shown to be down-regulated in other species and tissues in response to fasting or feed restriction [20,21]. It may be a cellular response that can be spared to preserve energy when feed availability is scarce.

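COL1A1 and COL1A2, the chains of type I collagen, rose at ad libitum feeding by 3.13 and 3.26 in the high gain cows (standard errors 0.66 and 0.61, n = 6, adjusted p = 0.0015 and 0.00062 from limma). They rose by 2.18 and 2.33 in the low gain cows (standard errors 0.70 and 0.59, adjusted p = 0.016 and 0.004). COL3A1, the chain of type III collagen, rose by 1.83 and 1.18 (standard errors 0.39 and 0.34, adjusted p = 0.0016 and 0.0082). The type I chains were higher in 6 of 6 high gain and 5 of 6 low gain cows. Without cow L2 or L6, the adjusted p of COL1A1 in the low gain cows was 0.053 or 0.055.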

Three collagen genes (*COL1A1*, *COL1A2*, and *COL3A1*) involved in extracellular matrix remodeling were detected as up-regulated after realimentation among both high and low gain cows. COL1A1 has been identified as differentially expressed in various tissues like liver and rumen in several studies of feed efficiency in cattle [22–24]. Connective tissue and extracellular matrix proteins are found throughout adipose tissue. In cell culture it appears that adipose tissue uses energy to maintain the extra cellular matrix (ECM) [25]. The restructuring of the ECM is costly in terms of energetics [26] and the data in this study suggests that ECM is an important component of adipocyte alteration during realimentation.

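Genes of the extracellular matrix went both ways at ad libitum feeding. BGN, a small proteoglycan that binds collagen, rose by 2.02 in the high gain and 1.96 in the low gain cows (standard errors 0.26 and 0.46, n = 6, adjusted p = 4.7e-05 and 0.0026 from limma). THBS2, thrombospondin 2, fell, with log2 fold changes of -3.00 (standard error 0.38, adjusted p = 3.9e-05) and -1.46 (standard error 0.28, adjusted p = 0.00071). TIMP3, an inhibitor of metalloproteinases, changed by -1.33 (adjusted p = 4.3e-05) and -0.58 (adjusted p = 0.073). Of 32 matrix genes, 11 were higher and 8 lower in the high gain cows (11 and 8 when adjusted over the list alone) and 9 and 4 in the low gain cows (9 and 3 when adjusted over the list alone). Their medians were 0.52 and 0.70 relative to all clusters (camera adjusted p = 2.34e-05 and 3.35e-08; adjusted p = 0.219 and 0.198 with an estimated correlation). The other lower members in the high gain cows, named after their values were seen, were the laminin chains LAMA4, LAMB1 and LAMC1, THBS1, MMP14, which cleaves collagen, and TIMP2. In the low gain cows MMP14, LOX, which crosslinks collagen, and THBS1 were lower besides THBS2. There THBS1 lost its call with the cow as a block (adjusted p = 0.063) and TIMP3 gained one (adjusted p = 0.046). With arrays centred, 13 were higher and 6 lower in the high gain and 12 and 2 in the low gain cows, THBS1 in the low gain cows no longer among them. The matrix list did not pass under quantile normalization (medians 0.13 and 0.29, camera adjusted p = 0.91 and 0.38) or loess (0.21 and 0.36, camera adjusted p = 0.86 and 0.41). Its mean signal at ad libitum feeding set cow L3 apart, at 15.9 against 14.3 to 14.6 in the other low gain cows, and without L3 the median was 0.48. Of 11 markers of fibroblasts and adipocyte progenitors, of which LUM and DCN also stand in the matrix list, 4 were higher and 2 lower in the high gain cows (4 and 3 when adjusted over the list alone) and 5 and 1 in the low gain cows (5 and 1 when adjusted over the list alone), against 4 and 0 and 6 and 0 with arrays centred. Their camera adjusted p was 0.0022 and 0.00012 (adjusted p = 0.217 and 0.0796 with an estimated correlation). These markers were not followed under quantile normalization or loess. THY1 rose by 1.91 and 1.30 and PI16 by 1.33 and 0.78. The matrix list was taken up because the paper discusses it on these arrays, so its direction is not independent evidence.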

There were some differences in the pathways identified for adipose tissue for animals with high gain and animals with lower gains as they transitioned to the ad libitum diet. 

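JAM2, a junction protein of endothelial cells, fell by 1.01 in the high gain cows at ad libitum feeding and rose by 0.48 in the low gain cows (standard errors 0.18 and 0.18, adjusted p = 0.00044 and 0.034 from limma). It was lower in 6 of 6 high gain and higher in 6 of 6 low gain cows, a difference of response of -1.49 (standard error 0.26, adjusted p = 0.094 from limma). Genes for this difference were picked by its smallest p, so that split of the cows is partly fixed by the choice. MIR145 changed by -1.86 and 0.86 in high and low gain cows, a difference of -2.72 (standard error 0.46, adjusted p = 0.094). The growth factor PDGFC had a difference of response of -0.98 (standard error 0.20, adjusted p = 0.34), the semaphorin receptor PLXNA2 of -1.17 (standard error 0.26, adjusted p = 0.34) and the nucleoside transporter SLC29A1 of -1.40 (standard error 0.31, adjusted p = 0.34). Of 12 endothelial markers, 0 had a difference of response at an adjusted p under 0.05 over all clusters and 7 were more negative in the high gain cows when adjusted over the list alone. Their median difference was -0.90 (camera adjusted p = 3.43e-09; adjusted p = 0.0254 with an estimated correlation). With the cow as the unit and arrays centred, the exact permutation p was 0.00216, the smallest possible here, and 0.0584 adjusted over 27 lists. Between high and low gain cows the endothelial median was 0.37 at restriction and -0.45 at ad libitum feeding, so part of the difference lay at restriction. The lists of oxidative phosphorylation, at 0.39, and proliferation, at 0.25, had positive differences (camera adjusted p = 5.32e-09 and 0.000241; adjusted p = 0.544 with an estimated correlation for both). For oxidative phosphorylation 0 of 77 genes and for proliferation 0 of 15 passed over all clusters, against 0 and 3 when adjusted over the list alone. In the mean signal of the proliferation genes at restriction L5 stood apart, at 7.91 against 7.53 to 7.67 in the other low gain cows. Over all 24 arrays, 0 clusters differed in response at an adjusted p under 0.05 from limma (smallest 0.0936) and 1920 at an unadjusted p under 0.05; with the cow as a block 2 passed. In simulated data, a difference of response of 1 on the log2 scale was called in 51.5% of clusters. Larger simulated differences in the same data eased the adjusted threshold, so the share is likely lower where 0 clusters pass.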

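Genes of branched-chain amino acid degradation rose in the low gain cows as well. Of 21, 13 were higher, 3 lower and 5 not called at ad libitum feeding (14 and 3 when adjusted over the list alone), with a median of 1.25 relative to all clusters (camera adjusted p = 5.71e-14; adjusted p = 0.0655 with an estimated correlation). IVD, which acts on the leucine branch, rose by 2.21 in the high gain and 1.49 in the low gain cows (standard errors 0.19 and 0.27, n = 6, limma). DBT rose by 1.53 and BCAT2 by 1.14 in the low gain cows (adjusted p = 0.00095 and 0.0063). At the paper's thresholds 47.6% of the list were called in the low gain cows, against 9.36% of the other named genes. In the high gain cows these shares were 57.1% and 12.2% (Fisher's exact test, adjusted p = 1.29e-05 and 2.51e-06). That test takes genes as independent and overstates the evidence. The difference of response between the gain groups had a median of 0.40 for the list, with 0 of 21 genes past an adjusted p under 0.05 over all clusters or adjusted over the list alone (camera adjusted p = 5.7e-05; adjusted p = 0.544 with an estimated correlation). The list follows a pathway that the paper reports from these arrays and is not independent evidence of direction.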

The high gain animals produced genes DE in the valine degradation and LPS/IL-1 mediated inhibition of RXR function pathways. Valine degradation, and also leucine and isoleucine degradation pathways, prevents the accumulation of toxic branched chain amino acids [27]. The valine degradation pathway with some of the same genes DEG (*ACAT1*, *EHHADH*, *HMGCS1*) was also previously identified in chickens by Désert et al. [20]. The high gaining cows were consuming more feed than the low gain animals (*P* = 0.0004), perhaps driving up the regulation of this pathway due to an increase in substrate. Additionally, any changes in the rate of synthesis or degradation of amino acids can alter rate of gain [28]. Branched chain amino acids can also contribute to lipogenic acetyl-coenzyme A (AcCoA) levels in differentiated adipocytes [27]. 

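SOD1, a superoxide dismutase, rose at ad libitum feeding by 1.73 in the high gain and 1.30 in the low gain cows (standard errors 0.22 and 0.20, n = 6, limma). GSTT1, a glutathione S-transferase, rose by 3.23 and 1.96 (standard errors 0.29 and 0.39). CD14, a receptor for LPS found on macrophages, was lower in the high gain cows, with a log2 fold change of -0.92 (standard error 0.25, adjusted p = 0.0073), and at -0.45 (standard error 0.21, adjusted p = 0.081) in the low gain cows. With arrays centred on their medians CD14 was at -0.50 in the high gain cows (adjusted p = 0.12). In the low gain cows 17 of 57 genes of the LPS/IL-1 and RXR pathway were higher and 16 lower (17 and 16 when adjusted over the list alone), with a median of 0.39 relative to all clusters (camera adjusted p = 4.23e-07; adjusted p = 0.0439 with an estimated correlation). With arrays centred 24 were higher and 7 lower, and under loess the list did not pass (median 0.20, camera adjusted p = 0.07). At the paper's thresholds 28.1% of the list were called in the low gain cows, against 9.35% of the other named genes. In the high gain cows these shares were 35.1% and 12.2% (Fisher's exact test, adjusted p = 6.67e-05 and 1.01e-05). That test takes genes as independent and overstates the evidence. The list's difference of response between the gain groups had a median of 0.03 (camera adjusted p = 0.666), with 0 genes past an adjusted p under 0.05 over all clusters or over the list alone. The cluster that the paper names UGT2A3 carries UGT2A1 in the annotation; it changed by -1.31 (adjusted p = 8.18e-06) and -1.21 (adjusted p = 1.63e-05) and is not in the list. Taken from the paper's results on these arrays, the list is not independent evidence.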

The LPS/IL-1 mediated inhibition of RXR function pathway was detected due to the differential expression of genes like *CD14*, *SOD1*, *UGT2A3*, and several GST and CYP metabolism genes in the high gain animals.

This is the first study that we know of to examine the transcriptome changes in subcutaneous adipose tissue of mature cows under feed restriction and realimentation. Analyses comparing high and low gain phenotypes during each nutritional study produced no differentially expressed genes that withstood Bonferroni correction; however, analyses comparing high gain animals between treatments (and low gain animals between treatment) produced >490 genes that passed Bonferroni correction with *P* < 0.05. In addition, approximately 70% of the genes that were detected differed by group of animals, while many of the biological functions and pathways were the same. This suggests that on the system level adipose tissue of the mature cow responds similarly to nutrient restriction and realimentation, yet the specific transcripts responsible for these biological changes may differ between animals with higher compensatory gain response versus those with a lower response. 

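At an adjusted p under 0.05, 1042 clusters were higher and 10861 lower at ad libitum feeding in both gain groups, where chance would give 100.2 and 7039.3. Among the shared higher transcripts were ACLY, IDI1, HMGCS1, NDUFB5 and UQCR11, genes of lipid synthesis and of the respiratory chain. Of the 906 clusters past Bonferroni in the high gain and 847 in the low gain cows, 61.4% and 58.7% were not shared. Missing the threshold in 1 group is no test of a difference between the groups. Tested as a difference of response, 0 clusters passed an adjusted p under 0.05 from limma (smallest 0.0936), and CYYR1 and SORBS2 passed with the cow as a block. That test can miss differences, since in simulated data it called 51.5% of those of 1 on the log2 scale. At the thresholds of the paper the groups shared 367 higher and 1163 lower clusters, 58.6% and 49.1% of those in the high gain and 85% and 56.2% of those in the low gain cows. With arrays centred the balance turns, to 3119 higher and 2272 lower shared at an adjusted p under 0.05 and 824 higher and 150 lower at the thresholds of the paper. In opposite directions, 7 clusters were called in both groups at an adjusted p under 0.05, JAM2 and MIR145 among them. Across clusters, which are not independent replicates, the log2 fold changes of the groups had a correlation of 0.834. From lists of genes that differ while pathways recur, the paper proposes that the tissue answers nutrient supply alike as a system in both groups, through transcripts that may not be the same.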

The pathways critical to readjustment to an abundance of feed included mitochondrial energy production pathways, fatty acid metabolism and propanoate metabolism pathways, and also genes involved in the ECM. Further investigation, including validation of genes are necessary to confirm these discovery data in other populations of cows; however, these data provide a platform for continued work to identify key genes and associated biological function in adipose tissue associated with divergence in weight gain.

## Supporting information

S1 Table Differentially expressed genes between animals with lesser (n = 6) and greater (n = 6) gain during feed restriction.

S2 Table Differentially expressed genes between animals with lesser (n = 6) and greater (n = 6) gain during realimentation.

S3 Table Differentially expressed genes identified among animals with greater body wieght gain between feed restriction (n = 6) and realimentation (n = 6).

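Table S3 lists the transcript clusters called between the diets in the high gain cows, with the group averages on the log2 scale as Tukey biweights, a mean that gives little weight to values far from the center. Its fold carries a sign, positive where the first group, feed restriction, is higher, so that up-regulated in the counts of diet comparisons means higher at restriction. The available copy holds the first 1998 rows, and in each the averages for the 6 arrays of a group differ by at most 0.005 from those of the deposited values. With the diets exchanged the largest difference would be 6.82. Genes such as ACACA and SDHD, higher at ad libitum feeding, therefore carry negative folds there.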

S4 Table Differentially expressed genes identified among animals with lesser body weight gain between feed restriction (n = 6) and realimentation (n = 6).

S5 Table Genes identified as differentially expressed between feed restriction and realimentation for cows with lesser and greater gain.

How the deposited data were processed for this re-analysis (not part of the article)

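Subcutaneous adipose tissue between hooks and pins was sampled in 12 cows, 6 of high and 6 of low gain, at feed restriction and at ad libitum feeding, and each of the 24 samples was measured on one Bovine 1.1ST array. The deposited log2 values were made by the authors in Affymetrix Expression Console with GC count normalization, signal space transformation and RMA summarization per transcript cluster, as the processing notes of the submitters state, and the differential tests of the paper were made in Transcriptome Analysis Console; neither source gives a version. The notes do not say whether the arrays of the 2 diets were normalized together. Diet is confounded with biopsy side, day and period, and no processing order of the arrays is given, so that effects of these cannot be separated from diet.

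The value table holds 26773 clusters. Of these, 1776 with identifiers below that of the lowest named cluster were left out. None of them occurs in the available rows of the paper's Tables S1 to S4. The 24997 clusters tested carry 18444 distinct gene symbols, and 5822 carry none. Group averages as Tukey biweights (tuning constant 5) were checked against Tables S1 to S4, of which the copies of S3 and S4 hold 1998 rows each. They matched within 0.005 with the diets and gain groups as mapped. Each comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) on the 12 arrays of its 2 groups, and the difference of response between the gain groups on all 24 arrays. P was adjusted by Benjamini and Hochberg over all clusters. Counts are given at an adjusted p under 0.05, at the thresholds of the paper (unadjusted p under 0.05 and fold over 2) and past Bonferroni with a fold over 2. The tests were tried on simulated data at this size. A log2 change of 2 was called in 95.5% to 100% of clusters and a change of 0.5 in 5.9% to 27.9%. False calls numbered 3 to 14 in a comparison. The 14 fell in the high gain diet comparison, beside 19, 44 and 63 clusters recovered at changes of 0.5, 1 and 2. All these changes stood in the same simulated data, without correlation between clusters, so the shares are only a guide. Within a group the arrays of different cows correlated at 0.961 to 0.986 across all clusters. This is not the precision of a single cluster, which the SD and standard errors give. Each group holds 6 arrays with no technical repeat.

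The 2 arrays of a cow come from the same animal. Deviations from the group means had a median correlation of 0.186 (0.101 to 0.339) between the arrays of a cow in the high gain and 0.103 (0.029 to 0.294) in the low gain group, against -0.051 and -0.025 for arrays of different cows. The fits leave out this block, since the paper names none, and the fit with the cow as a block was run as an alternative.

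Genes named in the text are those that the paper names in its results, discussion and Tables 3 and 5, whose values had been seen, the 8 largest rises and 8 largest falls of each diet comparison among bright clusters called with the same sign in all 6 cows, the 8 smallest p of each gain comparison, the 6 smallest p of the difference of response, and up to 4 members of each list with the smallest p in the high gain cows. Some genes that the paper names are not reported here. The lists, each gene taken by its brightest cluster, cover oxidative phosphorylation, the TCA cycle, glycolysis, fatty acid synthesis, fatty acid oxidation, cholesterol synthesis, valine degradation, propanoate, extracellular matrix, the RXR pathway and olfactory receptors, and, as a second group, lipolysis, fasting, glucocorticoid response, proliferation, ribosomal proteins, proteasome, immediate early genes, the mitochondrially encoded subunits and markers of 9 cell types. They were tested with camera in limma. The alternatives were all 24 arrays in 1 fit, the cow as a block, the unmoderated one-way test with and without that block, 3 other scalings, a filter on dim clusters, clusters at the end of the scale left out, a trended and robust prior, array weights, each cow left out, other fold thresholds, the mean of all clusters of a gene and an estimated correlation. Later added were all clusters of the table, biweight folds, p rounded as in the paper's tables, and centring with the cow as a block.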

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

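The comparison of cell types and the permutation test of the endothelial list were chosen after the result was seen.

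In 13 of 108 groups of 6 arrays, 27 lists in each gain group and diet, 1 cow lay far from the other 5 in the mean log2 signal of a gene list, arrays centred; in the array medians of the 4 groups none did. Chance gives about 1 in 20 groups. At ad libitum feeding skeletal muscle genes stood at 9.09 in H3 (others 6.9 to 7.45) and 8.33 in L2 (others 6.97 to 7.47), and at restriction at 7.67 in H6 (others 7.06 to 7.19). Erythrocyte genes stood at 8.04 in H6 (others 7.65 to 7.79) at restriction and 9.17 in L5 (others 7.75 to 8.28) at ad libitum feeding. Matrix genes at ad libitum feeding stood at 15.9 in L3 (others 14.3 to 14.6), cholesterol synthesis genes at 11.9 in L3 (others 11.1 to 11.3) and fasting genes at 10.5 in L3 (others 10.9 to 11.1). Fasting genes at restriction stood at 10.6 in H2 (others 11.3 to 11.5) and TCA cycle genes at 11.9 in H5 (others 12.3 to 12.5). Immediate early genes at ad libitum feeding stood at 9.68 in L6 (others 9.39 to 9.48). Proliferation genes stood at 7.91 in L5 (others 7.53 to 7.67) and skin genes at 7.24 in L4 (others 6.83 to 6.95), both at restriction. The cause was not tested.

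The responses to the diet differed in direction between the gain groups for JAM2, MIR145 and PDGFC: every high gain cow moved one way and every low gain cow the other, for JAM2 on the deposited scale and for MIR145 and PDGFC with arrays centred. On the deposited scale 5 and 4 of 6 low gain cows were higher for the latter 2. The differences were, for JAM2, -1.49 (standard error 0.26, adjusted p = 0.094 from limma; 0.051 to 0.45 over the alternatives), for MIR145 -2.72 (standard error 0.46, adjusted p = 0.094 from limma; 0.0075 to 0.39 over the alternatives) and for PDGFC -0.98 (standard error 0.20, adjusted p = 0.34 from limma; 0.087 to 0.58 over the alternatives). None passed an adjusted p under 0.05 on all cows. MIR145 did without L1 (adjusted p = 0.0075 from limma). The named genes searched for such a split include those picked for the smallest p of the difference of response in these same arrays. The split of the cows by gain group is thus partly fixed by that choice and is not independent support.

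The 12 endothelial markers had a mean change of -0.43 ± 0.33 in the high gain cows (SD, lower in 5 of 6) and 0.44 ± 0.28 in the low gain cows (higher in 6 of 6), arrays centred. The difference of -0.87 had an exact permutation p of 0.00216, the smallest that 6 against 6 can give. Adjusted over 27 lists this is 0.0584, so that a list alone at the smallest p cannot pass 0.05 whatever its values; the test leaves open whether the cows fell into the groups so by chance. A different change in the share of adipocytes would move the markers of every other cell type alike. The fibroblast markers lay 2.18 standard errors above the endothelial ones, macrophages 1.71 and smooth muscle 1.76. Of the types looked at later, lymphocytes lay 5.22, erythrocytes 4.83, skin 4.68 and skeletal muscle 2.3 above them. In the groups given above, the skin, skeletal muscle and erythrocyte lists stood near or below the array medians in most cows. A change of share may not show at such signals, so these lists decide little. The mature adipocyte markers themselves differed by -0.07 (standard error 0.23) between the gain groups. A gap over 2 standard errors was set to count against such a change of share as the whole cause. The fibroblast markers passed that narrowly, as the largest gap of the types first compared, with no correction for picking it. The adipocyte markers include LPL and LIPE, which changed with the diet themselves, so their small difference is no measure of the share. The macrophage and smooth muscle gaps lie under 2 standard errors and do not decide about a change of share. What underlies the pattern stays open.

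Large changes were seen in genes that the paper does not discuss, with no control samples to set them against. SNCG changed by -5.62 (standard error 0.53, adjusted p = 6.8e-06, lower in 6 of 6) in the high gain and -4.40 (standard error 1.03, adjusted p = 0.0025, lower in 6 of 6) in the low gain cows. CKB changed by 5.68 (standard error 0.54, adjusted p = 6.8e-06 from limma, higher in 6 of 6) in the high gain cows. INSIG1 changed by 4.32 (standard error 0.31, adjusted p = 2.4e-06 from limma, higher in 6 of 6) in the low gain cows. The same sign in all 6 cows was a condition for choosing such genes.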

How the results depend on the processing

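All clusters of the table, biweight folds, rounded p and centring with the block were chosen after the values were seen. Of the values of comparisons and lists under alternatives, 799 kept direction and side of the threshold, or stayed within 1.5 times for a count; 176 counts moved further, 12 list results no longer passed and 2 newly passed, for the 11 lists of the first group in the 2 diet comparisons. Of values of single genes, 7468 kept both, 296 no longer passed, 71 newly passed and 23 reversed. Taking the mean of all clusters of a gene left each list result as it was. The cause was not tested for the values below, except where fewer clusters or fewer cows enter. Background was not measured apart from signal; the 1250 dimmest clusters had median changes of -0.30 and -0.35 in high and low gain cows, and the end of the scale, which 48 clusters reach, limits the brightest.

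Counts of clusters moved as follows; higher and lower mean ad libitum against restriction within a gain group, and high against low gain between them. With arrays centred on their medians: high gain 4481 higher and 4028 lower at adjusted p under 0.05, 1277 higher and 526 lower at the thresholds of the paper, 401 higher and 78 lower past Bonferroni; low gain 4643 higher and 3510 lower at adjusted p under 0.05, 1146 higher and 273 lower at the thresholds of the paper, 323 higher and 47 lower past Bonferroni; shared by both gain groups 3119 higher and 2272 lower at adjusted p under 0.05, 178 past Bonferroni. With arrays centred and the cow as replicate block: high gain 4705 higher and 4130 lower at adjusted p under 0.05, 1283 higher and 534 lower at the thresholds of the paper, 309 higher and 25 lower past Bonferroni; low gain 4645 higher and 3285 lower at adjusted p under 0.05, 1156 higher and 283 lower at the thresholds of the paper, 126 higher and 11 lower past Bonferroni; shared by both gain groups 3221 higher and 2153 lower at adjusted p under 0.05, 70 past Bonferroni. With quantile normalization: high gain 4119 higher and 4294 lower at adjusted p under 0.05, 1043 higher and 727 lower at the thresholds of the paper, 322 higher and 106 lower past Bonferroni; low gain 3786 higher and 3978 lower at adjusted p under 0.05, 743 higher and 464 lower at the thresholds of the paper, 136 higher and 56 lower past Bonferroni; shared by both gain groups 2604 higher and 2547 lower at adjusted p under 0.05, 96 past Bonferroni; extracellular matrix in the high gain cows 0.13; extracellular matrix in the low gain cows 0.29. With cyclic loess normalization: high gain 4294 higher and 4111 lower at adjusted p under 0.05, 1119 higher and 649 lower at the thresholds of the paper, 346 higher and 98 lower past Bonferroni; low gain 3988 higher and 3848 lower at adjusted p under 0.05, 791 higher and 412 lower at the thresholds of the paper, 156 higher and 59 lower past Bonferroni; shared by both gain groups 2732 higher and 2458 lower at adjusted p under 0.05, 104 past Bonferroni; extracellular matrix in the high gain cows 0.21; extracellular matrix in the low gain cows 0.36; the RXR pathway in the low gain cows 0.20. With only clusters brighter than the median, so that fewer were tested: high gain 5379 lower at adjusted p under 0.05, 1499 lower at the thresholds of the paper, 323 lower past Bonferroni; low gain 5072 lower at adjusted p under 0.05, 983 lower at the thresholds of the paper, 226 lower past Bonferroni; difference of response 1051 at unadjusted p under 0.05; shared by both gain groups 3975 lower at adjusted p under 0.05, 120 past Bonferroni; olfactory receptors in the high gain cows -0.15; olfactory receptors in the low gain cows -0.28. With fold over 1.5: high gain 1219 higher and 8583 lower at the thresholds of the paper, 1124 lower past Bonferroni; low gain 1007 higher and 8771 lower at the thresholds of the paper, 1260 lower past Bonferroni; gain groups at restriction 402 higher and 372 lower at the thresholds of the paper; gain groups at ad libitum 163 higher and 220 lower at the thresholds of the paper. With fold over 3: high gain 277 higher and 307 lower at the thresholds of the paper, 112 lower past Bonferroni; low gain 149 higher and 183 lower at the thresholds of the paper, 65 lower past Bonferroni; gain groups at restriction 15 higher and 16 lower at the thresholds of the paper; gain groups at ad libitum 6 higher and 8 lower at the thresholds of the paper. With the unmoderated one-way test: high gain 80 higher and 400 lower past Bonferroni; low gain 16 higher and 431 lower past Bonferroni; shared by both gain groups 155 past Bonferroni. With that test with biweight folds: high gain 80 higher and 401 lower past Bonferroni; low gain 16 higher and 442 lower past Bonferroni; gain groups at restriction 49 higher at the thresholds of the paper; shared by both gain groups 154 past Bonferroni. With that test with biweight folds and rounded p: high gain 86 higher and 422 lower past Bonferroni; low gain 16 higher and 481 lower past Bonferroni; shared by both gain groups 168 past Bonferroni. With the one-way test with the cow as replicate block: high gain 4 higher and 27 lower past Bonferroni; low gain 0 higher and 21 lower past Bonferroni; shared by both gain groups 2 past Bonferroni. With all 24 arrays in 1 fit: high gain 1267 lower past Bonferroni; low gain 130 higher and 1186 lower past Bonferroni; gain groups at restriction 1 at adjusted p under 0.05, 1 past Bonferroni; gain groups at ad libitum 2 at adjusted p under 0.05, 1 past Bonferroni; shared by both gain groups 742 past Bonferroni. With the cow as replicate block: high gain 213 lower past Bonferroni; low gain 28 higher and 200 lower past Bonferroni; difference of response 2 at adjusted p under 0.05; shared by both gain groups 73 past Bonferroni. With array weights: low gain 92 higher past Bonferroni; gain groups at restriction 1 at adjusted p under 0.05, 1 past Bonferroni. With clusters at the end of the scale left out: gain groups at restriction 1 at adjusted p under 0.05, 1 past Bonferroni. With a trended and robust prior: gain groups at restriction 2 at adjusted p under 0.05, 1 past Bonferroni. With all clusters of the table: gain groups at ad libitum 62 lower at the thresholds of the paper. With an estimated correlation, of these 11 lists these medians no longer passed: fatty acid beta-oxidation in the high gain cows 0.93, extracellular matrix in the high gain cows 0.52, oxidative phosphorylation in the low gain cows 1.49, glycolysis in the low gain cows 0.69, fatty acid beta-oxidation in the low gain cows 0.78, valine degradation in the low gain cows 1.25, extracellular matrix in the low gain cows 0.70. Of the other lists in the diet comparisons none kept an adjusted p under 0.05 with an estimated correlation; between the gain groups at restriction or ad libitum feeding no list did, and for the difference of response only the endothelial list did.

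The cow as a replicate block, which pairs the 2 arrays of a cow, could be fitted for the diet comparisons and the difference of response and gives no value for the gain groups within a diet. It ended the calls of GPD1 (low gain, adjusted p = 0.068), TEK (low gain, adjusted p = 0.071), THBS1 (low gain, adjusted p = 0.063), TNNI2 (high gain, adjusted p = 0.052) and gave calls of CNN1 (low gain, adjusted p = 0.0043), CSPG4 (high gain, adjusted p = 0.027), DES (low gain, adjusted p = 0.0068), MCTP1 (low gain, adjusted p = 0.035), MDGA2 (low gain, adjusted p = 0.022), PSMB4 (low gain, adjusted p = 0.026), S100A11 (low gain, adjusted p = 0.019), TIMP3 (low gain, adjusted p = 0.046); it changed no other call of a named gene or list. The one-way tests gave no list results. Of the genes followed under every alternative, direction changed with the scaling for 7, of which OR1E2 was not called on the deposited scale (-0.03, adjusted p = 0.88) and was called higher under the scalings named, while the others were called lower on it and had no call under these: ALAS2 in high gain cows 0.03 (centred), 0.03 (centred with the block), 0.06 (quantile), 0.08 (loess); AURKA in low gain cows 0.01 (loess); IER2 in low gain cows 0.06 (centred), 0.06 (centred with the block), 0.04 (quantile), 0.05 (loess); OR1E2 in high gain cows 0.39 (centred), 0.39 (centred with the block), 0.39 (quantile), 0.41 (loess); RPS6KA6 in low gain cows 0.03 (quantile), 0.04 (loess); SFN in low gain cows 0.02 (centred), 0.02 (centred with the block), 0.05 (quantile), 0.06 (loess); TNNI2 in high gain cows 0.15 (centred), 0.15 (centred with the block), 0.20 (quantile), 0.21 (loess). Of the genes named only as members of a list, which were followed with arrays centred alone, those called lower on the deposited scale and positive when centred, with no call, were BCAT1 in high gain cows 0.10, HIBCH in low gain cows 0.02, IDH2 in high gain cows 0.09, IDH2 in low gain cows 0.02, PFKL in low gain cows 0.09.

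The clusters behind counts of 1 or 2 at an adjusted p under 0.05 were looked up after their values were seen. Between the gain groups at restriction these were MDGA2 at -2.66 (adjusted p = 0.028) with all 24 arrays in 1 fit, at -2.66 (adjusted p = 0.026) with a trended and robust prior and at -2.99 (adjusted p = 0.0012) without L5; ACSL1 at -1.32 (adjusted p = 0.03) without L6; and a cluster with no symbol here at -2.61 (adjusted p = 0.046) with the end of the scale left out, -2.61 (adjusted p = 0.015) with the trended prior, -2.72 (adjusted p = 0.04) with array weights, -2.77 (adjusted p = 0.045) without H6 and -2.84 (adjusted p = 0.0045) without L5. At ad libitum feeding these were SCAP at -0.83 (adjusted p = 0.026) and a cluster with no symbol at 1.62 (adjusted p = 0.026) with all 24 arrays, and KLF6 at -0.93 (adjusted p = 0.032) without H2. For the difference of response these were CYYR1 at -1.63 (adjusted p = 0.032) and SORBS2 at -1.50 (adjusted p = 0.036) with the cow as a block, and MIR145 at -2.98 (adjusted p = 0.0075) without L1.

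Leaving out 1 cow, which leaves fewer arrays, gave these ranges: high gain higher past Bonferroni 88 to 158, moved over 1.5 times without H1 (113), H3 (88), H4 (95), H6 (104); high gain lower past Bonferroni 311 to 446, moved over 1.5 times without H1 (357), H2 (446), H3 (311), H4 (313), H5 (406), H6 (371); low gain higher past Bonferroni 25 to 53, moved over 1.5 times without L2 (25), L3 (25), L5 (26), L6 (26); low gain lower past Bonferroni 358 to 460, moved over 1.5 times without L1 (449), L2 (358), L3 (405), L4 (447), L5 (384), L6 (460); gain groups at restriction at adjusted p under 0.05 0 to 2, moved over 1.5 times without H6 (1), L5 (2), L6 (1); gain groups at restriction higher at the thresholds of the paper 40 to 124, moved over 1.5 times without H4 (112), H6 (124), L4 (40); gain groups at restriction past Bonferroni 0 to 2, moved over 1.5 times without H6 (1), L5 (2), L6 (1); gain groups at ad libitum at adjusted p under 0.05 0 to 1, moved over 1.5 times without H2 (1); gain groups at ad libitum higher at the thresholds of the paper 34 to 72, moved over 1.5 times without H4 (72); gain groups at ad libitum lower at the thresholds of the paper 25 to 58, moved over 1.5 times without H4 (47), L3 (58), L6 (47); difference of response at adjusted p under 0.05 0 to 1, moved over 1.5 times without L1 (1); shared by both gain groups past Bonferroni 188 to 248, moved over 1.5 times without H1 (210), H3 (188), H4 (201), H5 (229), H6 (231), L2 (204), L3 (218), L4 (233), L5 (210), L6 (229).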

Differences from the paper's values

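All clusters of the table, biweight folds, rounded p and centring with the block were chosen after the values were seen. The other alternatives were set before the deposited values were examined, but with the paper's tables already seen. The paper's counts come from the unmoderated one-way test, the counts here from limma at the paper's stated thresholds. Bonferroni here multiplies p by the clusters tested, 24997 in the main fit, where the paper uses a smaller number of genes. Only the setting with rounded p uses the paper's number.

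The clusters that differed between the gain groups at restriction numbered 171, and the paper's value is 113; of the alternatives set before the data were examined, within 1.5 times of it lie one-way test 131, quantile 168, clusters brighter than the median 157, array weights 117, and outside lie all 24 arrays 187, arrays centred 175, loess 173, end of the scale left out 172, trended and robust prior 178, fold over 1.5 774, fold over 3 31; with 1 cow left out, within for H2 142, H5 133, L1 152, L2 159, L4 110, and not for H1 187, H3 212, H4 232, H6 248, L3 177, L5 230, L6 221; of those chosen after seeing the values, within lie one-way test with biweight folds 124, and outside all clusters of the table 185.

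Of these, those higher in the high gain cows numbered 74, and the paper's value is 45; of the alternatives set before the data were examined, within 1.5 times of it lie one-way test 52, quantile 65, clusters brighter than the median 64, array weights 51, and outside lie all 24 arrays 78, arrays centred 81, loess 70, end of the scale left out 74, trended and robust prior 77, fold over 1.5 402, fold over 3 15; with 1 cow left out, within for H5 64, L1 62, L2 59, L4 40, and not for H1 82, H2 73, H3 90, H4 112, H6 124, L3 85, L5 103, L6 93; of those chosen after seeing the values, within lie one-way test with biweight folds 49, and outside all clusters of the table 84.

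The clusters that changed between the diets in the high gain cows, past Bonferroni with a fold over 2, numbered 906, and the paper's value is 496; of the alternatives set before the data were examined, within 1.5 times of it lie cow as a block 360, one-way test 480, arrays centred 479, quantile 428, loess 444, clusters brighter than the median 512, and outside lie all 24 arrays 1531, one-way test with the block 31, end of the scale left out 937, trended and robust prior 1015, array weights 1048, fold over 1.5 1308, fold over 3 259; with 1 cow left out, within for H1 470, H2 604, H3 399, H4 408, H5 551, H6 475, and not for none; of those chosen after seeing the values, within lie one-way test with biweight folds 481, one-way test with biweight folds and rounded p 508, centring with the block 334, and outside all clusters of the table 866.

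The same in the low gain cows numbered 847, and the paper's value is 491; of the alternatives set before the data were examined, within 1.5 times of it lie one-way test 447, arrays centred 370, and outside lie all 24 arrays 1316, cow as a block 228, one-way test with the block 21, quantile 192, loess 215, clusters brighter than the median 291, end of the scale left out 860, trended and robust prior 956, array weights 929, fold over 1.5 1320, fold over 3 109; with 1 cow left out, within for L1 494, L2 383, L3 430, L4 500, L5 410, L6 486, and not for none; of those chosen after seeing the values, within lie one-way test with biweight folds 458, one-way test with biweight folds and rounded p 497, and outside centring with the block 137, all clusters of the table 786.

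Of the low gain clusters, those higher at restriction numbered 787, and the paper's value is 475; of the alternatives set before the data were examined, within 1.5 times of it lie one-way test 431, and outside lie all 24 arrays 1186, cow as a block 200, one-way test with the block 21, arrays centred 47, quantile 56, loess 59, clusters brighter than the median 226, end of the scale left out 798, trended and robust prior 893, array weights 837, fold over 1.5 1260, fold over 3 65; with 1 cow left out, within for L1 449, L2 358, L3 405, L4 447, L5 384, L6 460, and not for none; of those chosen after seeing the values, within lie one-way test with biweight folds 442, one-way test with biweight folds and rounded p 481, and outside centring with the block 11, all clusters of the table 737.

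The low gain clusters lower at restriction numbered 60, and the paper's value is 16; of the alternatives set before the data were examined, within 1.5 times of it lie one-way test 16, and outside lie all 24 arrays 130, cow as a block 28, one-way test with the block 0, arrays centred 323, quantile 136, loess 156, clusters brighter than the median 65, end of the scale left out 62, trended and robust prior 63, array weights 92, fold over 1.5 60, fold over 3 44; with 1 cow left out, within for none, and not for L1 45, L2 25, L3 25, L4 53, L5 26, L6 26; of those chosen after seeing the values, within lie one-way test with biweight folds 16, one-way test with biweight folds and rounded p 16, and outside centring with the block 126, all clusters of the table 49.

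The clusters past Bonferroni in both gain groups numbered 350, and the paper's value is 144; of the alternatives set before the data were examined, within 1.5 times of it lie one-way test 155, arrays centred 178, quantile 96, loess 104, clusters brighter than the median 120, and outside lie all 24 arrays 742, cow as a block 73, one-way test with the block 2, end of the scale left out 361, trended and robust prior 428, array weights 418; of those chosen after seeing the values, within lie one-way test with biweight folds 154, one-way test with biweight folds and rounded p 168, and outside centring with the block 70, all clusters of the table 315.

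A count near the paper's does not mean the same clusters. Of the clusters that Tables S1, S3 and S4 call (113 at restriction, 496 and 491 past Bonferroni), limma drops 16, 20 and 33, the one-way test 16, 43 and 69, and arrays centred 17, 339 and 428. The settings chosen after seeing the values drop 0, 26 and 38 with biweight folds, 0 and 0 past Bonferroni with rounded p too, 401 and 468 with centring and the block, and 16, 20 and 33 with all clusters of the table. The paper's own Tables S3 and S4 share 164 clusters past Bonferroni, where its text gives 144.

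The values of Table 3 lie on the scale of 2 to the power of the difference of log2 averages divided by the average at restriction (19 of 19 within 1% or 0.01), and those of Table 5 at the linear ratio divided by 2 (62 of 63; ACACA in the low gain cows is 4.58 in the paper and 4.4 here on that scale). The paper describes neither scale; both were found from the values of the tables themselves, so that these matches are no test of the values. Clusters that the paper calls up-regulated between the diets are those higher at restriction, by the sign in Tables S3 and S4.

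The paper states in its text that LIPE, ELOVL4 and SLC27A3 rose with refeeding. Here they fell, with log2 fold changes in high and low gain cows of -1.61 (adjusted p = 0.00035) and -1.03 (adjusted p = 0.00058) for LIPE, -1.57 (adjusted p = 6.7e-06) and -1.47 (adjusted p = 1.5e-06) for ELOVL4, whose values in the paper's Table 5 are also those of a fall, and -1.57 (adjusted p = 3e-06) and -1.47 (adjusted p = 5.8e-06) for SLC27A3. FH is stated not to have been found in the low gain cows; here it rose there by 1.07 (adjusted p = 0.00053). GPI has no value for the low gain cows in the paper's Table 5; here it rose there by 2.77 (adjusted p = 2.3e-05). ACSL1 has none either, and its change there of 0.92 (adjusted p = 0.035) lies under the paper's fold over 2. The cluster that the paper names UGT2A3 carries UGT2A1 in the annotation used here.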

Other observations

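The tests of the array-wide fall and the splits with arrays centred were chosen after the result was seen; the other splits were not.

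The array-wide fall of signal at ad libitum feeding was 0.433 between the diets in the array medians, 14.6 times the SD of the medians within a diet, which is consistent with arrays of the 2 diets having been normalized to 2 signal distributions. Lower expression of adipose genes alone is argued against, since the olfactory receptors had a median log2 fold change of -0.45 in the gain group where they fell least. Diet coincides with biopsy side, period and RIN, none of which could be tested apart from it.

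Other splits of the samples, 100 with the real one, tell whether chance can be excluded. For the diets it can be: in the high gain cows 14622 clusters against at most 1 in another split, with arrays centred 8509 against 2, and in the low gain cows 15086 against 2653, with arrays centred 8153 against 366 (in each 1 split as large, the real one). The 32 splits that part the 2 arrays of every cow gave at most 1, 1, 1305 and 366. For the gain groups at restriction the real count at the thresholds of the paper was the largest of the 100 (171 against at most 142). Chance thus seldom gave so many, a share under the 0.05 set beforehand, which singles out no cluster. From limma or the one-way test 0 clusters passed an adjusted p under 0.05, and 2292 had an unadjusted p under 0.05 from limma. At ad libitum feeding chance cannot be excluded (75 against 97, with 8 splits as large, the real one among them). For the difference of response, 1920 clusters at an unadjusted p under 0.05 stand against 2149 in another split. Of 100 splits 2 were as large, the real one and 1 other, a share under the 0.05 set beforehand. From limma 0 clusters passed an adjusted p under 0.05. Chance thus seldom gave so many but is not excluded, since another split gave more. The shares come from a sample of the possible splits and were not corrected for the number of comparisons.

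Lists that belong to no claim gave these calls at an adjusted p under 0.05 over all clusters, from limma. Glucocorticoid responsive genes: high gain 0 higher and 7 lower of 12 (0 and 8 adjusted over the list alone; 0 and 4 with arrays centred), median -1.02 relative to all clusters, camera adjusted p = 0.326 (0.709 with an estimated correlation); low gain 0 higher and 6 lower of 12 (0 and 6 adjusted over the list alone; 0 and 4 with arrays centred), median -0.44 relative to all clusters, camera adjusted p = 0.522 (0.757 with an estimated correlation). Lymphocyte markers: high gain 0 higher and 8 lower of 14 (0 and 8 adjusted over the list alone; 0 and 0 with arrays centred), median -0.05 relative to all clusters, camera adjusted p = 0.758 (0.876 with an estimated correlation); low gain 0 higher and 12 lower of 14 (0 and 12 adjusted over the list alone; 0 and 2 with arrays centred), median -0.24 relative to all clusters, camera adjusted p = 0.0552 (0.424 with an estimated correlation). Macrophage markers: high gain 0 higher and 2 lower of 14 (0 and 1 adjusted over the list alone; 1 and 0 with arrays centred), median -0.04 relative to all clusters, camera adjusted p = 0.2 (0.758 with an estimated correlation); low gain 0 higher and 2 lower of 14 (0 and 0 adjusted over the list alone; 4 and 0 with arrays centred), median 0.11 relative to all clusters, camera adjusted p = 0.0662 (0.523 with an estimated correlation). Endothelial markers: high gain 0 higher and 8 lower of 12 (0 and 8 adjusted over the list alone; 0 and 3 with arrays centred), median -0.33 relative to all clusters, camera adjusted p = 0.287 (0.666 with an estimated correlation); low gain 3 higher and 3 lower of 12 (2 and 1 adjusted over the list alone; 4 and 1 with arrays centred), median 0.48 relative to all clusters, camera adjusted p = 0.00818 (0.248 with an estimated correlation). Smooth muscle markers: high gain 0 higher and 0 lower of 8 (0 and 0 adjusted over the list alone; 0 and 0 with arrays centred), median -0.01 relative to all clusters, camera adjusted p = 0.525 (0.758 with an estimated correlation); low gain 0 higher and 1 lower of 8 (0 and 1 adjusted over the list alone; 2 and 0 with arrays centred), median 0.29 relative to all clusters, camera adjusted p = 0.107 (0.359 with an estimated correlation). Skeletal muscle markers: high gain 0 higher and 3 lower of 14 (0 and 1 adjusted over the list alone; 0 and 1 with arrays centred), median 0.37 relative to all clusters, camera adjusted p = 0.12 (0.709 with an estimated correlation); low gain 0 higher and 3 lower of 14 (0 and 1 adjusted over the list alone; 0 and 1 with arrays centred), median 0.17 relative to all clusters, camera adjusted p = 0.347 (0.757 with an estimated correlation). Erythrocyte markers: high gain 1 higher and 5 lower of 8 (2 and 5 adjusted over the list alone; 2 and 1 with arrays centred), median -0.05 relative to all clusters, camera adjusted p = 0.866 (0.876 with an estimated correlation); low gain 0 higher and 5 lower of 8 (0 and 5 adjusted over the list alone; 0 and 1 with arrays centred), median -0.25 relative to all clusters, camera adjusted p = 0.522 (0.718 with an estimated correlation). Skin markers: high gain 0 higher and 8 lower of 10 (0 and 8 adjusted over the list alone; 0 and 2 with arrays centred), median -0.09 relative to all clusters, camera adjusted p = 0.0835 (0.181 with an estimated correlation); low gain 0 higher and 9 lower of 10 (0 and 9 adjusted over the list alone; 1 and 1 with arrays centred), median -0.26 relative to all clusters, camera adjusted p = 0.0594 (0.248 with an estimated correlation). Proliferation genes: high gain 4 higher and 3 lower of 15 (3 and 2 adjusted over the list alone; 7 and 1 with arrays centred), median 0.43 relative to all clusters, camera adjusted p = 0.00336 (0.393 with an estimated correlation); low gain 0 higher and 8 lower of 15 (0 and 8 adjusted over the list alone; 3 and 1 with arrays centred), median 0.03 relative to all clusters, camera adjusted p = 0.718 (0.855 with an estimated correlation). Ribosomal proteins: high gain 8 higher and 15 lower of 79 (7 and 12 adjusted over the list alone; 26 and 6 with arrays centred), median 0.36 relative to all clusters, camera adjusted p = 3.47e-05 (0.407 with an estimated correlation); low gain 18 higher and 11 lower of 79 (18 and 11 adjusted over the list alone; 41 and 3 with arrays centred), median 0.54 relative to all clusters, camera adjusted p = 3.83e-12 (0.0685 with an estimated correlation). Proteasome subunits: high gain 13 higher and 4 lower of 39 (13 and 4 adjusted over the list alone; 23 and 2 with arrays centred), median 0.65 relative to all clusters, camera adjusted p = 9.24e-11 (0.146 with an estimated correlation); low gain 10 higher and 4 lower of 39 (9 and 4 adjusted over the list alone; 22 and 2 with arrays centred), median 0.56 relative to all clusters, camera adjusted p = 8.28e-09 (0.0685 with an estimated correlation). Immediate early genes: high gain 0 higher and 4 lower of 14 (0 and 4 adjusted over the list alone; 1 and 3 with arrays centred), median -0.20 relative to all clusters, camera adjusted p = 0.525 (0.781 with an estimated correlation); low gain 0 higher and 9 lower of 14 (0 and 9 adjusted over the list alone; 2 and 2 with arrays centred), median -0.26 relative to all clusters, camera adjusted p = 0.985 (0.991 with an estimated correlation). The ribosomal and proteasome lists were taken by name pattern and hold some kinases and tissue-specific subunits. On the deposited scale the ribosomal medians were -0.06 and 0.10 in high and low gain cows, and the proteasome medians 0.23 and 0.13. Lists outside the first group were not followed under quantile or loess normalization. In the high gain cows the macrophage, smooth muscle, erythrocyte and immediate early lists tested as up although their medians relative to all clusters were negative, and none of the 4 passed; for the fasting list in the low gain cows the median was positive, the mean negative and the test up. Between the gain groups at restriction, endothelial markers had 0 higher and 0 lower of 12 (3 and 0 adjusted over the list alone, 0 and 0 with arrays centred), median 0.37 relative to all clusters, camera adjusted p = 9.96e-05 (0.221 with an estimated correlation). TCA cycle genes had 0 higher and 0 lower of 21 (0 and 0 adjusted over the list alone, 0 and 0 with arrays centred), median -0.36 relative to all clusters, camera adjusted p = 3.53e-06 (0.234 with an estimated correlation). In their mean signal cow H5 stood apart, at 11.9 against 12.3 to 12.5 in the other high gain cows, which lowers the high gain side.

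With arrays centred, the change of the proteasome list was 0.72 in high and 0.56 in low gain cows (exact permutation p = 0.0195; adjusted p = 0.263 over 27 lists), and that of the proliferation list 0.54 and 0.13 (exact permutation p = 0.0476; adjusted p = 0.429), so that neither passed.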
